# Local delivery of cell surface-targeted immunocytokines programs systemic antitumor immunity

**DOI:** 10.1038/s41590-024-01925-7

**Published:** 2024-08-07

**Authors:** Luciano Santollani, Laura Maiorino, Yiming J. Zhang, Joseph R. Palmeri, Jordan A. Stinson, Lauren R. Duhamel, Kashif Qureshi, Jack R. Suggs, Owen T. Porth, William Pinney, Riyam Al Msari, Agnes A. Walsh, K. Dane Wittrup, Darrell J. Irvine

**Keywords:** Cancer immunotherapy, Translational immunology, Tumour immunology

## Abstract

Systemically administered cytokines are potent immunotherapeutics but can cause severe dose-limiting toxicities. To overcome this challenge, cytokines have been engineered for intratumoral retention after local delivery. However, despite inducing regression of treated lesions, tumor-localized cytokines often elicit only modest responses at distal untreated tumors. In the present study, we report a localized cytokine therapy that safely elicits systemic antitumor immunity by targeting the ubiquitous leukocyte receptor CD45. CD45-targeted immunocytokines have lower internalization rates relative to wild-type counterparts, leading to sustained downstream *cis* and *trans* signaling between lymphocytes. A single intratumoral dose of αCD45-interleukin (IL)-12 followed by a single dose of αCD45-IL-15 eradicated treated tumors and untreated distal lesions in multiple syngeneic mouse tumor models without toxicity. Mechanistically, CD45-targeted cytokines reprogrammed tumor-specific CD8^+^ T cells in the tumor-draining lymph nodes to have an antiviral transcriptional signature. CD45 anchoring represents a broad platform for protein retention by host immune cells for use in immunotherapy.

## Abstract (web summary)

Cytokine therapies have been used to treat cancer but are susceptible to adverse effects owing to the activation of systemic inflammatory pathways. Here the authors avoid this toxicity by developing CD45-targeted IL-12 and IL-15 immunocytokines that are effective in treating tumors in mice when dosed intratumorally.

## Main

Cytokines are a class of small proteins that serve as critical modulators of immune signaling cascades. As a result of their multifunctional roles in lymphocyte biology, cytokines have long been recognized as promising cancer immunotherapy agents^1–3^. IL-2 was the first efficacious immunotherapy for advanced cancer, eliciting a 17% overall response rate as a monotherapy in metastatic melanoma^4^. Despite this clinical validation, dose-limiting toxicities greatly hinder the clinical utilization of cytokines for oncology. This can be attributed to systemic lymphocyte activation triggered by the high doses that must be administered to achieve meaningful tumor concentrations.

To overcome this challenge, protein engineering has emerged as a tool to address the shortcomings of cytokine therapies^5–7^. One strategy to increase both safety and efficacy is to engineer cytokines for local delivery and retention within tumors and/or tumor-draining lymph nodes (TDLNs). We and others have previously demonstrated that potent cytokines and other immune agonists that are highly toxic when administered systemically can safely and effectively drive antitumor immunity when administered intratumorally (i.t.) to accessible lesions, by ‘anchoring’ these drugs to either intratumoral collagen or injected materials such as liposomes or alum particles^8–14^. These approaches are enabled by modern interventional radiology methods that make intratumoral administration feasible for most cancers^14–16^. In both preclinical models and early stage clinical trials, intratumoral therapies have elicited profound regressions of injected lesions, but they typically elicit modest responses at distal untreated sites^15,17^. Collectively, these data raise the question of whether localized immunotherapies are capable of eliciting robust systemic responses against metastatic disease.

In the present study, we report a localized immunotherapy regimen targeting cytokines to the universal leukocyte receptor CD45. We apply this cell-surface targeting to two well-studied cytokines, IL-12 and IL-15. CD45-targeted immunocytokines are retained on the cell surface and trigger enhanced and prolonged signaling relative to their native cytokine counterparts. Optimizing dose level, tissue localization and timing results in a highly efficacious and nontoxic cytokine therapy capable of eradicating treated tumors, as well as eliciting complete responses at distal lesions in multiple syngeneic models. A single dose of CD45-targeted IL-12 concentrated in the tumor, followed by a single dose of CD45-targeted IL-15 accumulated in both the tumor and the TDLNs, altered T cell programming in the TDLNs, expanding tumor-specific CD8^+^ T cells with a transcriptional signature mirroring effective responses to acute viral infection. Dissemination of this potent effector T cell pool led to systemic antitumor immunity characterized by complete responses in both treated and untreated tumors.

## Results

### Engineering CD45 immunocytokines

We have previously shown that antibodies against the ubiquitous leukocyte surface receptor CD45 bind to the surface of T cells and other lymphocytes without triggering internalization^18,19^. We hypothesized that cytokines anchored to cell surfaces using anti-CD45 targeting might exhibit new biological effects relative to the native forms of these cytokines. To test this, we generated αCD45 immunocytokine fusions with IL-15 as a testbed payload. A murine superagonist IL-15 (IL-15 linked to a domain of its receptor α-chain, IL-15Rα_sushi_) was fused carboxy terminally to the heavy chain of an anti-CD45 immunoglobulin (Ig)G2c antibody carrying LALA-PG effector-attenuating mutations (hereafter, αCD45-IL-15; Fig. 1a and Extended Data Fig. 1a)^20^. We also synthesized a nontargeted, size-matched control immunocytokine using an irrelevant fluorescein-specific antibody, referred to hereafter as IgG-IL-15. αCD45-IL-15 bound to plate-bound CD45 and triggered proliferation of IL-15 receptor (IL-15R)-expressing reporter cells (Fig. 1b,c). To assess whether CD45 binding affects the activity of IL-15, we compared the proliferation of reporter cells stimulated by αCD45-IL-15 when CD45 was first pre-blocked using saturating concentrations of αCD45 antibody. αCD45-IL-15 bioactivity was the same whether or not CD45 was available for binding, suggesting that the CD45 epitope targeted by our antibody clone does not generate spatial site resistance that affects cytokine signaling (Extended Data Fig. 1b).

**Fig. 1:**
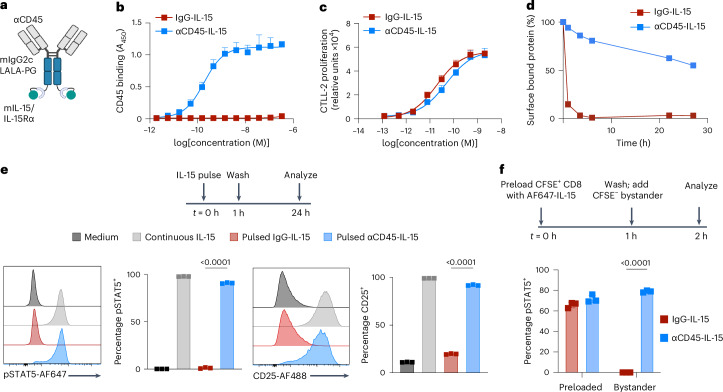
CD45 immunocytokines are retained on the cell surface and display extended signaling. **a**, Schematic of IL-15 immunocytokine (created using BioRender.com). **b**, ELISA absorbance measurement (*n* = 2 biological replicates) of αCD45-IL-15 and IgG-IL-15 binding to plate-bound mouse CD45. **c**, Luminescence measurement of CTLL-2 cell proliferation (*n* = 3 biological replicates) after 48-h incubation with IgG-IL-15 or αCD45-IL-15 at the indicated concentrations. **d**, Internalization kinetics of IgG-IL-15 or αCD45-IL-15 labeled with AF488 after binding to primary activated CD8^+^ T cells (*n* = 3 biological replicates). Surface signal was calculated by fluorescence quenching with an αAF488 antibody. **e**, Primary CD8 T cells (*n* = 3 biological replicates) were pulsed for 1 h with IL-15 immunocytokine fusions. Cells were washed to remove unbound cytokine and, 24 h later, fixed, permeabilized and stained for flow cytometry analysis of pSTAT5 and CD25. **f**, Primary CD8^+^ T cells (*n* = 3 biological replicates) labeled with CFSE and incubated with AF647-labeled IL-15 immunocytokine fusions for 1 h (‘preloaded’), washed and mixed into nonlabeled ‘bystander’ cells for 1 h at a 1:20 preloaded:bystander ratio. Cells were then fixed, permeabilized and stained for flow cytometry analysis of pSTAT5. Bystander cells were defined as CFSE^−^AF647^−^. In **b**–**f**, data are mean ± s.d. from stated replicates. *P* values were determined by one-way (**e**) or two-way (**f**) ANOVA followed by Tukey’s multiple-comparison test. Exact *P* values are denoted in the figure. Source data

Using dye-labeled constructs and fluorescence quenching, we next assessed the binding and internalization behavior of IL-15 immunocytokines incubated with murine CD8^+^ T cells. Control IgG-IL-15 fusions bound to the cells and were rapidly internalized, whereas αCD45-IL-15 had a cell-surface half-life of 24 h, suggesting that CD45 binding can maintain cytokines on the cell surface irrespective of the rapid internalization behavior of the native cytokine (Fig. 1d and Extended Data Fig. 1c). CD45-targeted IL-15 bound to T cells at far higher levels than IgG-IL-15, as expected given the high expression level of CD45 (Extended Data Fig. 1d). To evaluate whether extended surface retention altered cytokine activity, we pulsed primary CD8^+^ T cells with IL-15 immunocytokines for 1 h, washed to remove unbound cytokine and evaluated downstream signaling. Strikingly, T cells briefly pulsed with αCD45-IL-15 exhibited robust pSTAT5 and CD25 expression levels 24 h later that were almost as high as those of cells incubated continuously in IL-15 (Fig. 1e). By contrast, these markers of IL-15 signaling had all returned to near baseline for cells pulsed with nontargeted IgG-IL-15 (Fig. 1e). We next tested whether CD45-targeted IL-15 can signal both in *cis* and in *trans*. To assess in *trans* signaling, carboxyfluorescein succinimidyl ester (CFSE)-labeled CD8^+^ T cells were preloaded with Alexa Fluor-647 (AF647)-labeled αCD45-IL-15 by pulsing for 1 h with the immunocytokine, then washed and mixed with nonloaded CFSE^−^ bystander CD8^+^ T cells for an additional hour. The presence of just 1 preloaded T cell per 20 total cells led to pSTAT5 induction in most of both the preloaded and the bystander cells, although at a higher level in the former (Fig. 1f and Extended Data Fig. 1e). Signaling to bystander cells occurred with minimal detectable transfer of the labeled cytokine fusion to the bystander cells, suggesting prominent in *trans* signaling of the cytokine on bystander T cells (Extended Data Fig. 1f). By contrast, nontargeted IgG-IL-15 led to a robust pSTAT5 signal in the preloaded population but failed to stimulate bystander cells (Fig. 1f). To confirm that effective *cis* signaling can occur when CD45 is brought into proximity with a cytokine receptor, we serially diluted primary CD8^+^ T cells with excess CD45^−^IL-15R^−^ cells (HEK293F cells) to minimize contact between T cells. HEK-diluted T cells were incubated with αCD45-IL-15 for 1 h, washed, rested for 1 h and then assayed for pSTAT5 expression (Extended Data Fig. 1g). αCD45-IL-15 triggered consistent pSTAT5 signaling in T cells as measured by percentage pSTAT5^+^ or mean fluorescence intensity (MFI), independent of their dilution with CD45^−^IL-15R^−^ cells (Extended Data Fig. 1h–j), suggesting that αCD45-IL-15 is fully capable of *cis* signaling.

To determine whether these characteristics of CD45-targeted immunocytokines are also observed with human T cells, we first measured the internalization behavior of CD45 on human CD8^+^ T cells. Similar to murine cells, human CD45 exhibited prolonged cell-surface retention with a half-life of >5 d (Extended Data Fig. 2a). We next designed a fully human αCD45-IL-15 molecule composed of a human anti-CD45 IgG1 (clone BC8) fused to a human IL-15/IL-15 receptor (IL-15R) at the heavy chain C terminus. We compared the bioactivity and internalization of human αCD45-IL-15 to an identical IL-15/IL-15R scaffolded as a nontargeted bivalent Fc fusion. Human αCD45-IL-15 exhibited a prolonged cell surface half-life of 28 h on primary human CD8^+^ T cells and, in pulse-chase experiments, sustained pSTAT5 signaling similar to the mouse immunocytokine (Extended Data Fig. 2b–e). In comparison, nontargeted IL-15/IL-15R was rapidly internalized (half-life *τ*_1/2_ = 11 min) and unable to elicit sustained pSTAT5 signaling in the pulse-chase assay.

To test whether cell-surface retention and prolonged signaling were a general phenomenon for αCD45–cytokine fusions, we also generated αCD45-IL-12, a fusion of a single chain IL-12p70 with αCD45. This IL-12 immunocytokine was able to bind CD45 with no loss of cytokine bioactivity and exhibited prolonged surface retention and signaling compared with IgG-IL-12, as measured by prolonged pSTAT4 levels (Extended Data Fig. 3a–e). Thus, although CD45’s phosphatase properties have been previously employed to deactivate nearby tethered receptors^21^, CD45-targeted antibody–cytokine fusions, as designed in the present study, exhibit sustained and potent signaling.

### Local αCD45-IL-15 persists at the tumor and TDLNs

We next sought to understand how the biodistribution of CD45–cytokine fusions is impacted by the dose administered. Mice bearing established MC38 tumors received an intratumoral injection of AF647-labeled αCD45-IL-15 or IgG-IL-15 at a 1-, 10- or 60-µg dose. After 24 h, we harvested tumors, inguinal TDLNs, axillary LNs (secondary draining LNs), nondraining contralateral LNs, spleen, liver and bone marrow for measurement of total cytokine fusion present by fluorescence analysis of tissue lysates (Fig. 2a). This analysis revealed a dose-dependent distribution pattern for αCD45–cytokines: At 1 µg, the protein was entirely retained in the tumor (Fig. 2b–d and Extended Data Fig. 4a–e). At 10 µg, αCD45-IL-15 was detected in the tumor and draining inguinal and axillary LNs, but was undetectable in contralateral LNs, blood, liver and bone marrow, and was measured at very low levels in the spleen (Fig. 2b–d and Extended Data Fig. 4a–e). By contrast, IgG-IL-15 at this dose was not retained in the tumor and showed dissemination into the blood and accumulation in the spleen (Fig. 2b–d and Extended Data Fig. 4a–e). Finally, at a substantially higher dose of 60 µg, we measured spillover from on-target tissues (tumor, TDLNs) into off-target tissues (blood, spleen, contralateral LNs) for both αCD45-IL-15 and IgG-IL-15 (Fig. 2b–d and Extended Data Fig. 4a–e). Notably, across all these doses, treated animals did not experience any significant weight loss (Extended Data Fig. 4f). Thus, at a dose of 10 µg, intratumoral administration of αCD45–cytokines primarily leads to uptake in the tumor and TDLNs, while sparing systemic tissues.

**Fig. 2:**
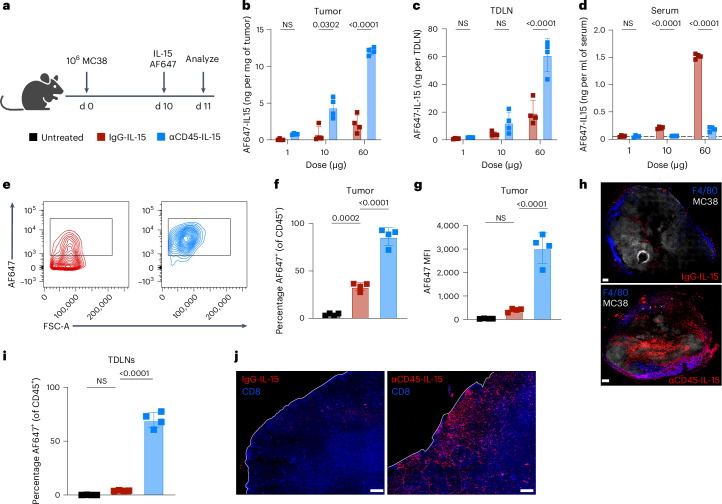
Locally delivered αCD45-IL-15 is retained in the tumor and TDLNs with negligible systemic exposure. **a**, Study diagram. **b**–**d**, C57BL/6J mice (*n* = 4 mice per group) were inoculated with 10^6^ MC38 cells in the flank and 10 d later administered AF647-labeled αCD45-IL-15 or IgG-IL-15 at a 1-, 10- or 60-µg dose. After 24 h, organs were harvested, lysed and analyzed for cytokine signal by fluorescence spectroscopy measurements. Concentrations were calculated using a standard curve. The dashed lines represent the limit of detection. **b**, Tumor concentrations of dosed immunocytokines. **c**, TDLN concentrations of dosed immunocytokines. **d**, Serum concentrations of dosed immunocytokines. **e**–**j**. C57BL/6J mice (*n* = 4 mice per group) were inoculated with 10^6^ MC38 (**e**–**g** and **i**) or MC38-ZsGreen (**h** and **j**) cells in the flank and, 10 d later, administered AF647-labeled αCD45-IL-15 or IgG-IL-15 at a 10-µg dose i.t., followed by analysis of cytokine biodistribution 24 h later by flow cytometry and microscopy. **e**, Representative contour plots of antibody–cytokine fusion binding to CD45^+^ TILs. **f**, Frequencies of AF647^+^ TILs. **g**, AF647 MFI on TILs. **h**, Representative confocal images of tumors. Scale bar, 200 μm. **i**, AF647 labeling on TDLN immune cells. **j**, Representative histological images of TDLNs. Scale bar, 100 μm. Shown are mean ± s.d. from *n* = 4 mice per group. *P* values were determined by two-way (**b**–**d**) or one-way (**f**, **g** and **i**) ANOVA followed by Tukey’s multiple-comparison test. Exact *P* values are denoted in the figure; NS, not significant (*P* > 0.05). Source data

Based on these biodistribution characteristics, we next assessed binding of the immunocytokines to leukocytes in the tumor and TDLNs by flow cytometry and microscopy following the experimental set-up of Fig. 2a. Injection of 10 µg of AF647-labeled αCD45-IL-15 led to robust labeling of most CD45^+^ cells in the tumor (Fig. 2e–g). By contrast, the nontargeted control cytokine showed association with only ~40% of intratumoral CD45^+^ cells and at much lower MFI levels than the αCD45 fusion (Fig. 2e–g). αCD45-IL-15 bound effectively to all common intratumoral immune subsets whereas IgG-IL-15 mostly associated with natural killer (NK) cells, probably as a result of their high IL-2Rβγ expression (Extended Data Fig. 5a). Confocal microscopy revealed a broad distribution of αCD45-IL-15 throughout injected tumors, whereas IgG-IL-15 exposure was sparse and isolated to narrow regions (Fig. 2h and Extended Data Fig. 5b). This dose also led to labeling of ~75% of CD45^+^ cells in the TDLNs by αCD45-IL-15, whereas IgG-IL-15 uptake was not statistically different from untreated controls (Fig. 2i and Extended Data Fig. 5c). Imaging of histological sections revealed efficient drainage of labeled αCD45-IL-15 throughout the TDLNs (Fig. 2j and Extended Data Fig. 5d,e). Flow cytometry analysis of the TDLNs again revealed NK cells as the only cellular subset with substantial uptake of IgG-IL-15, whereas αCD45-IL15 was bound to T cells, B cells, macrophages and dendritic cells (Extended Data Fig. 5f). Importantly, at this dose, there was minimal association with peripheral blood mononuclear cells (PBMCs; Extended Data Fig. 5g). Intratumoral administration was required for simultaneous tumor and LN labeling, as peritumorally delivered αCD45-IL-15 efficiently labeled the TDLNs but failed to accumulate in the tumor (Extended Data Fig. 5h). Thus, CD45 targeting increased localization of the cytokine on immune cells in both tumors and TDLNs, while avoiding systemic exposure when doses were selected to not exceed the binding capacity of leukocyte surface CD45 in these tissues.

### αCD45–cytokine therapy eradicates treated tumors

Next, we evaluated the impact of this altered signaling and biodistribution on the therapeutic potential of a cytokine therapy employing both αCD45-IL-15 and αCD45-IL-12. We first treated established tumors 30–35 mm^2^ in size with a single intratumoral injection of 1 µg αCD45-IL-12 followed by one injection of 10 µg αCD45-IL-15 several days later. Our rationale for this sequencing was to use the IL-12 immunocytokine to inflame the tumor and promote an initial wave of tumor antigen release by pre-existing or newly recruited tumor-infiltrating leukocytes (TILs)^11^, followed by amplification of newly primed, tumor-specific T cells in the TDLNs by the IL-15 immunocytokine several days later^22,23^. The selected doses were informed by findings from the biodistribution experiments and aimed to retain IL-12 at the tumor but deliver IL-15 to both the tumor and the TDLNs. Hereafter, we refer to this sequential αCD45-IL-12/αCD45-IL-15 regimen as αCD45-Cyt; the untargeted cytokine control therapy consisting of IgG-IL-12 followed by IgG-IL-15 is referred to as IgG-Cyt.

We tested this therapeutic regimen in two syngeneic tumor models, MC38 colorectal carcinoma, which is partially responsive to checkpoint blockade immunotherapy, and B16F10, an aggressive and poorly responsive melanoma model (Fig. 3a). Notably, mouse syngeneic tumor models have a range of CD45^+^ leukocyte fractions that overlap with those reported for human tumors (Extended Data Fig. 6a)^24^. Injection of control IgG-Cyt elicited an extension in survival, but few (MC38) or no (B16F10) animals were long-term survivors (Fig. 3a and Extended Data Fig. 6b,c). By contrast, 100% (MC38) or >90% (B16F10) of tumors treated with αCD45-Cyt therapy were rejected and animals exhibited no signs of cytokine toxicity, as assessed via weight loss (Fig. 3a and Extended Data Fig. 6b,c).

**Fig. 3:**
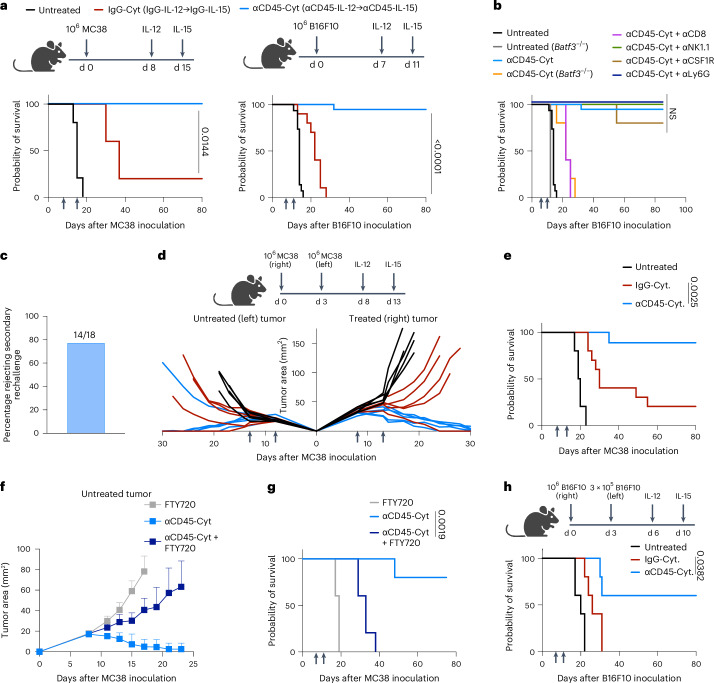
αCD45–cytokine therapy eradicates treated tumors and elicits robust systemic responses. **a**, Overall survival of C57BL/6J mice (MC38: *n* *=* 5 per group; B16F10: *n* *=* 10 in untreated cohort, *n* *=* 10 in IgG-Cyt cohort, *n* *=* 19 in αCD45-Cyt cohort across two to five independent experiments) inoculated with 10^6^ tumor cells and treated with 1 µg of αCD45-IL-12 and 10 µg of αCD45-IL-15 (referred to as αCD45-Cyt) or treated with 1 µg of IgG-IL-12 and 10 µg of IgG-IL-15 (referred to as IgG-Cyt) as shown on the experimental timelines. d, day. Statistical comparison calculated by log(rank) (Mantel–Cox) test shown between IgG-Cyt and αCD45-Cyt groups. **b**, Overall survival of C57BL/6J mice (*n* *=* 5/group) bearing B16F10 tumors treated with αCD45-Cyt therapy in combination with depleting antibodies or performed in knockout mice as shown. **c**, Overall survival of C57BL/6J mice cured of B16F10 tumors rechallenged with 10^5^ B16F10 cells 100 d after the initial challenge. **d**, C57BL/6J mice bearing MC38 tumors on both flanks treated with 1 µg of IL-12 and 10 µg of IL-15 in the right tumor only at the indicated times (*n* *=* 10 mice in untreated cohort, *n* *=* 10 in IgG-Cyt cohort, *n* *=* 9 in αCD45-Cyt cohort across two independent experiments). Individual tumor growth curves from one representative experiment are shown. **e**, Overall survival from experiment shown in **d**. **f**, C57BL/6J mice bearing bilateral MC38 tumors (*n* *=* 5 mice in all treatment groups) treated with αCD45-Cyt therapy in the presence of FTY720 starting on day 5. The mean tumor growth curve ± s.d. is shown. **g**, Overall survival from experiment shown in **f**. **h**, Overall survival of C57BL/6J mice bearing contralateral B16F10 tumors treated with 1 µg of IL-12 and 10 µg of IL-15 as shown (*n* *=* 5 mice per group). *P* values were determined by log(rank) (Mantel–Cox) test from stated replicates. Exact *P* values are denoted in the figure. For all the plots, the arrows indicate treatment. Source data

To gain insight into the mechanism of action, we first assessed the extent and localization of cytokine induction after αCD45-Cyt treatment. Mice bearing B16F10 tumors were treated with αCD45-Cyt therapy as in Fig. 3a and, 24 h after the IL-15 dose, we analyzed the expression of inflammatory cytokines interferon (IFN)γ, IL-12p70, IL-1β, granulocyte–macrophage colony-stimulating factor and IL-6 in the tumor, inguinal TDLN, axillary LN, contralateral LN and blood. Cytokine induction was primarily limited to the on-target tissues (tumor and TDLNs), whereas cytokine levels in the blood and activation within contralateral nondraining LNs were not significantly elevated above baseline, functionally highlighting the localized nature of αCD45-Cyt therapy (Extended Data Fig. 6d–h). Potential modulation of the immune response by CD45 engagement did not contribute to efficacy, because treatment with αCD45 in the absence of cytokines provided no tumor control (Extended Data Fig. 6i). We assessed the mechanism of tumor rejection by αCD45-Cyt therapy through antibody depletions and knockout mice: αCD45-Cyt therapy entirely depended on CD8^+^ T cells and *batf3*^*+*^ dendritic cells, consistent with a critical role for tumor antigen crosspresentation (Fig. 3b). NK cells, neutrophils and macrophages were each dispensable for antitumor efficacy (Fig. 3b). Mice cured of MC38 and B16F10 tumors by αCD45-Cyt therapy displayed robust immune memory on secondary tumor rechallenge (Fig. 3c and Extended Data Fig. 6j). Use of both cytokines in the treatment was required, because αCD45-IL-15 or αCD45-IL-12 monotherapy using the same treatment schedule elicited no long-term survivors (Extended Data Fig. 6k).

To study the importance of cytokine localization to the tumor and TDLNs, we varied the route of administration of αCD45-Cyt therapy. The same doses of αCD45-Cyt treatment administered systemically (intraperitoneally (i.p.)) led to a complete loss of efficacy, confirming the importance of robust tumor and TDLN exposure for activity (Extended Data Fig. 6l–n). Administration of αCD45-Cyt therapy peritumorally, which predominantly acts on the TDLNs while sparing the tumor (Extended Data Fig. 5h), completely ablated efficacy (Extended Data Fig. 6o,p). Intratumoral αCD45-IL-12, followed by peritumorally delivered αCD45-IL-15, displayed comparable early tumor control to the full intratumoral paradigm, but most of these mice (three of five) eventually died, suggesting that optimal long-term tumor control required both doses to be administered i.t. (Extended Data Fig. 6o,p). Finally, to assess the safety of the treatment, we assessed weight loss in mice simultaneously treated with a combination of IL-12 and IL-15 intratumorally at doses previously reported to induce treatment-related weight loss^10^. When dosed in combination, 4 µg of untargeted IgG-IL-12 and 20 µg of IgG-IL-15 led to severe weight loss and poor body conditions requiring euthanasia across the entire cohort. In contrast, the same doses of αCD45-IL-12 + αCD45-IL-15 triggered only a minor transient weight loss from which the mice entirely recovered (Extended Data Fig. 6q).

### αCD45–cytokine therapy elicits systemic immunity

The successful translation of i.t. administered immunotherapies will depend on their ability to eliminate lesions that are not directly treated. To evaluate abscopal immune responses elicited by αCD45-Cyt therapy, MC38 tumors were inoculated on the opposite flanks of mice followed by treatment of only the right-flank tumor with αCD45-Cyt therapy (Fig. 3d). Strikingly, this led to 90% of mice rejecting both the treated and untreated tumors and becoming long-term survivors, whereas only 20% of animals receiving IgG-Cyt therapy eliminated both tumors (Fig. 3d,e). These results were obtained despite the fact that tracking of fluorescently labeled constructs showed that locally delivered IgG-Cyt readily diffused out of the treated lesion and accumulated in the distal site, whereas no statistically significant accumulation of αCD45-Cyt was measured at the untreated tumor (Extended Data Fig. 7a). To determine whether regression of distal tumors relied on lymphocyte trafficking, we treated mice bearing bilateral MC38 tumors in the presence of FTY720 to block lymphocyte exit from lymphoid tissues (Extended Data Fig. 7b). FTY720 treatment ablated the ability of αCD45-Cyt to control the untreated left-flank tumor and led to no long-term survivors, suggesting that rejection of untreated lesions is driven by lymphocyte migration (Fig. 3f,g). αCD45-Cyt therapy still triggered regression of the treated tumor in the presence of FTY720, but no tumors had been cured at the time of euthanasia owing to outgrowth of the untreated distal lesion (Extended Data Fig. 7c). To further stress test this treatment, we tested abscopal responses in the aggressive B16F10 model. Although IgG-Cyt treatment led to some delay of treated tumors, all untreated tumors progressed (Fig. 3h and Extended Data Fig. 7d). By contrast, αCD45-Cyt therapy led to primary tumor regression in all mice and only two of five untreated tumors escaped (Fig. 3h and Extended Data Fig. 7d).

Next, we assessed the ability of αCD45-Cyt therapy to eliminate metastases through two models: first, we treated mice that had been injected with 2 × 10^5^ B16F10 cells intravenously in addition to flank tumor inoculation, giving rise to lung metastases (Extended Data Fig. 8a–d). Once untreated mice had reached euthanasia criteria due to flank tumor outgrowth (day 15), we analyzed lung metastases in all groups. Regression of the treated primary tumor was in progress for αCD45-Cyt therapy at this time point (Extended Data Fig. 8a–d). We also found a dramatic reduction in total metastatic tumor burden and average metastatic size (Extended Data Fig. 8a–d). Finally, we evaluated αCD45-Cyt therapy in the triple-negative breast cancer 4T1 model using a neoadjuvant treatment approach. We inoculated 0.5 × 10^6^ 4T1-Luc cells orthotopically into the mammary fat pad of BALB/c mice and, beginning at day 6, treated with IgG-Cyt or αCD45-Cyt therapy (Extended Data Fig. 8e,f). When the untreated mice had reached the euthanasia criteria (day 18), we surgically resected the primary tumors and monitored for survival and relapse. At the time of resection, only αCD45-Cyt therapy had significantly slowed tumor growth (Extended Data Fig. 8e). Untreated animals experienced rapid outgrowth of lung metastases and none survived (Extended Data Fig. 8f). Of mice treated with αCD45-Cyt therapy, 50% were protected from lung metastases, whereas only 20% of mice treated with control IgG-Cyt therapy survived long term. Altogether, we found that αCD45-Cyt therapy can prime a robust systemic immune response after localized treatment that is effective against seeded and spontaneous metastases at a tissue site distinct from the primary tumor.

### Treated TDLN T cells have an acute antiviral signature

We next sought to understand how localized αCD45-Cyt treatment elicited such potent systemic immunity, focusing on the CD8^+^ T cells required for efficacy. A recent report demonstrating the spatial segregation of T cell priming and activation between the TDLNs and tumor^25^, respectively, motivated us to profile cells from the TDLNs. We treated B16F10 tumors with αCD45-Cyt or IgG-Cyt therapy and, 1 d after dosing of the IL-15 immunocytokine, sorted CD8^+^ T cells specific for the immunodominant p15E endogenous retroviral antigen expressed by B16F10 tumors^26^ via peptide–major histocompatibility complex (MHC) tetramer staining for downstream RNA sequencing (RNA-seq). αCD45-Cyt therapy dramatically reprogrammed the CD8^+^ T cell response, leading to significant upregulation of 1,726 genes and downregulation of 1,279 genes in comparison to the untreated condition (Fig. 4a). 

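B16F10 is a mouse melanoma line, and 1000000 of its cells were implanted in the flank of each C57BL/6J mouse. An immunocytokine is a cytokine fused to an antibody, here an antibody that binds CD45 on leukocytes (αCD45-Cyt) or a control IgG (IgG-Cyt). The IL-12 immunocytokine (1 µg) was injected into the tumor on day 7 and the IL-15 immunocytokine (10 µg) on day 11, each in 20 µl of PBS, and the TDLNs were taken on day 12. From each mouse, 2000 to 40000 live CD3+CD8+CD44+p15E+ cells were sorted, and one library was made from their total RNA with a kit for very small RNA inputs. The untreated condition is the PBS group, with *n* = 4 mice against *n* = 5 for IgG-Cyt and *n* = 5 for αCD45-Cyt. One further PBS mouse, replicate 4, was left out by the authors because of its RNA quality and is not analysed here. The authors aligned the reads to the GRCm39 mouse genome with STAR 2.7.9a, counted them per gene with RSEM 1.3.1 on the Ensembl release 110 annotation and deposited the expected counts of 29408 genes without normalization. An expected count divides a read that matches several genes between them, so it need not be a whole number, and 79.9 to 94.5% of the values in each library were whole. The counts were rounded here before testing. The total per mouse ranged from 4314897 to 6551776 expected counts in the PBS group (median 5665085), from 1768898 to 8032193 in the IgG-Cyt group (median 6716114) and from 6394030 to 7594259 in the αCD45-Cyt group (median 7394512). The PBS libraries held 10522 to 12291 genes with a count above 0, the IgG-Cyt libraries 15647 to 18026 and the αCD45-Cyt libraries 16988 to 19028. Ribosomal RNA genes took a median of 23.2% of the counts in the PBS group, 23.5% in the IgG-Cyt group and 28.4% in the αCD45-Cyt group. The floor chosen here, 3 counts, was 0.458 to 0.695 CPM (counts scaled to the library's total) in the PBS group, 0.373 to 1.70 CPM in the IgG-Cyt group and 0.395 to 0.469 CPM in the αCD45-Cyt group. These floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Each comparison was fitted on its own 2 groups with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, and *P* values were adjusted by the Benjamini–Hochberg method. The test shares one estimate of the spread between groups, whereas the spread between mice, as edgeR's common biological coefficient of variation within a group, was 1.3 in PBS, 0.228 in IgG-Cyt and 0.197 in αCD45-Cyt.

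**Figure D1:**
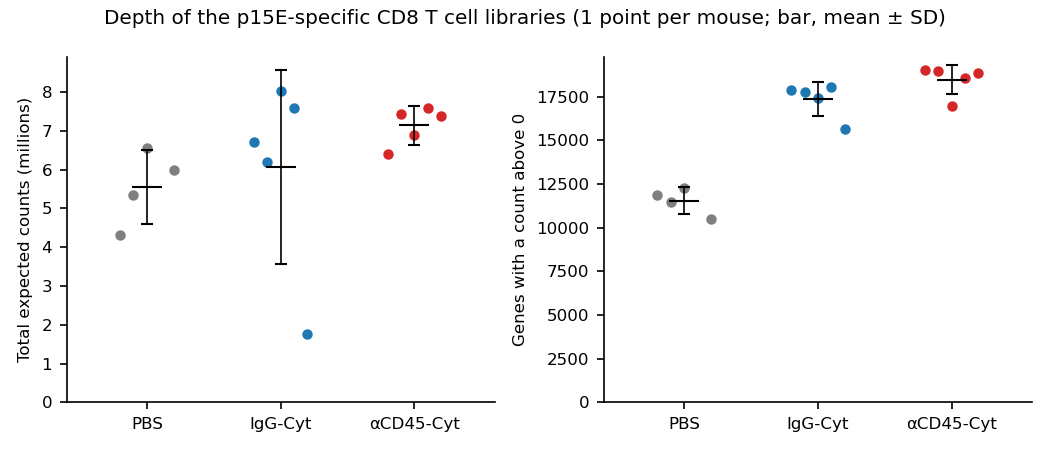
Total expected counts (left) and number of genes with a count above 0 (right) in each library of p15E-specific CD8+ T cells, with 1 point per mouse and the mean ± SD of each group. IgG-Cyt replicate 5 had the lowest total, 1768898, and the 4 PBS libraries held at most 12291 genes against at least 15647 in the treated libraries.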

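Of the 11904 genes tested between αCD45-Cyt and PBS, 875 were higher and 554 lower after αCD45-Cyt at an adjusted *P* under 0.05 (edgeR quasi-likelihood test). DESeq2's Wald test with default settings gave 2114 higher and 1344 lower among 16163 genes, the largest counts of the alternatives chosen beforehand. With one mouse left out at a time, the edgeR test gave 492 to 1489 higher and 341 to 871 lower genes. In 2491 genes (20.9% of those tested) the normalized values of the 2 groups did not overlap, against 1.59% by chance. In 8 sets of libraries simulated with each group's own spread and no difference between groups, the edgeR test called a median of 453.5 genes (414 to 534), and a median of 12.5% of genes did not overlap. The simulated PBS libraries held more genes than the real ones, a median of 14351, so these values are a rough guide only. Among the genes with an adjusted *P* under 0.05, a mean normalized count of at least 50 and no overlap between groups, edgeR's fold change ranked *Klrg1*, *Nhsl2*, *Gm13577*, *Eps8* and *Cdkn1a* highest. Each had 0 counts in all 4 PBS libraries, so their place depends on edgeR's prior count, their rises are given only relative to the floor, and genes with a few counts in PBS, such as *Ifitm1*, are not shown to have risen less. Relative to the PBS floor, *Nhsl2* (X:100892946–101135661 in GRCm39) was at least 84.6-fold higher after αCD45-Cyt, *Gm13577* (2:64305089–64305293), a processed pseudogene whose reads could be shared with other copies, at least 78.9-fold higher, *Eps8* (6:137454242–137648519) at least 67.7-fold higher and *Cdkn1a* (17:29309936–29319701) at least 67.3-fold higher. The same fold change ranked *Atp2b2*, *Siglech*, *Or2m12*, *Adam11* and *Sspo* lowest. *Siglech* (7:55417926–55429195) fell from 106 ± 67.6 CPM (SD, *n* = 4) to 0.6 ± 0.788 CPM (SD, *n* = 5), a log2 fold change of −7.38 (standard error 1.00, edgeR adjusted *P* = 0.00164). In the αCD45-Cyt libraries the other 4 were at or under the floor, and *Atp2b2* (6:113720766–114021022) was at least 107-fold lower, *Adam11* (11:102652229–102671088) at least 70.8-fold lower, *Sspo* (6:48425163–48478184) at least 51.7-fold lower and *Or2m12* (16:19102854–19132814) at least 43.6-fold lower. A list of myeloid marker genes also fell, from 199 ± 128 CPM in PBS to 14.4 ± 4.3 CPM after αCD45-Cyt. RNA from other cells in the PBS libraries is therefore not excluded for these falls, that of *Siglech* included.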

Many upregulated genes were associated with activation and effector function (*IL2ra*, *Gzmb*, *Klrg1* and *Prf1*) as well as IFN signaling (*Ifng*, *Ifngr1* and *Ifitm1*), suggesting an ability of αCD45-Cyt therapy to promote activation and effector differentiation of T cells within the TDLN (Fig. 4a). 

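All 7 genes were higher after αCD45-Cyt (*n* = 5) than after PBS (*n* = 4) with no overlap between the mice of the 2 groups (two-sided exact permutation test, *P* = 0.00794 for each gene, the smallest *P* that 5 mice against 4 allow). Levels are CPM with TMM normalization, as mean ± SD. *Il2ra* (ENSMUSG00000026770, 2:11647618–11698004 in GRCm39), which encodes CD25, was at 441 ± 129 CPM after αCD45-Cyt and 18 ± 15.5 CPM after PBS, where 1 library had 0 counts, a log2 fold change of 4.61 (standard error 0.84, edgeR adjusted *P* = 0.0058). *Gzmb* (14:56496295–56499717), which encodes granzyme B, rose from 164 ± 72.1 to 1830 ± 439 CPM, a log2 fold change of 3.50 (standard error 0.30, edgeR adjusted *P* = 0.000114). *Klrg1* (ENSMUSG00000030114, 6:122246981–122259914) had 0 counts in all 4 PBS libraries and 72.6 ± 11.8 CPM after αCD45-Cyt, at least 131-fold higher than the PBS floor (edgeR adjusted *P* = 4.74e-05). *Prf1* (10:61133546–61140461), which encodes perforin, changed least of the 7, from 74.8 ± 14.9 to 190 ± 38.9 CPM, a log2 fold change of 1.36 (standard error 0.19, edgeR adjusted *P* = 0.00192). *Ifng* (ENSMUSG00000055170, 10:118276951–118281797) rose from 11.6 ± 14.4 to 470 ± 381 CPM, a log2 fold change of 5.34 (standard error 0.93, edgeR adjusted *P* = 0.00511), and its level ranged from 136 to 1120 CPM between the αCD45-Cyt mice. The IFNγ receptor gene *Ifngr1* (10:19467697–19485977) rose from 89.6 ± 13.1 to 469 ± 17.2 CPM, a log2 fold change of 2.40 (standard error 0.13, edgeR adjusted *P* = 1.69e-05). *Ifitm1* (7:140546316–140549743) had 0 counts in 3 of the 4 PBS libraries and 7 counts in the other, a mean of 0.293 ± 0.586 CPM, against 222 ± 39.6 CPM after αCD45-Cyt, a log2 fold change of 9.48 (standard error 0.70, edgeR adjusted *P* = 4.74e-05). Leaving out one mouse at a time kept the adjusted *P* of all 7 genes under 0.05 in each of the 9 edgeR fits, with log2 fold changes between 4.21 and 5.27 for *Il2ra*, 3.33 and 3.80 for *Gzmb*, 1.19 and 1.5 for *Prf1*, 4.70 and 6.63 for *Ifng* and 9.03 and 9.57 for *Ifitm1*, apart from the fit without PBS replicate 2, which leaves *Ifitm1* with 0 counts in PBS and no measurable fold change. Under limma-voom with sample quality weights, the adjusted *P* was 0.108 for *Il2ra*, 0.0755 for *Prf1* and 0.497 for *Ifng*, and with a variance for each group, chosen after the data had been seen, limma-voom gave 0.144, 0.0951 and 0.544. All 7 genes encode proteins, *Gzmb* and *Ifitm1* have close paralogs between which the counting could divide reads, and annotated non-coding genes overlap *Il2ra* and *Ifng*.

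**Figure D2:**
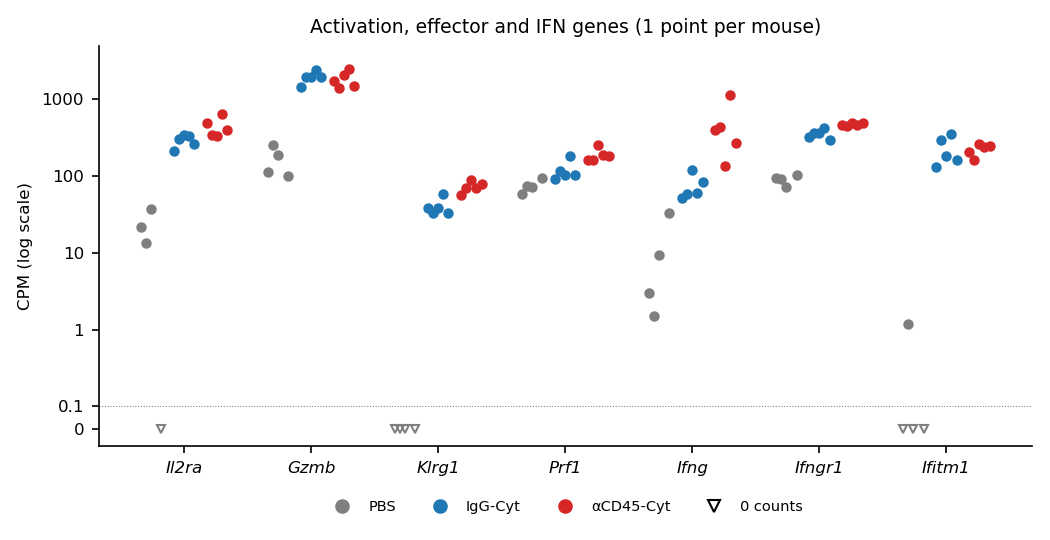
Expression of 7 activation, effector and IFN genes in CPM on a log scale, with 1 point per mouse in the PBS, IgG-Cyt and αCD45-Cyt groups and open triangles for libraries with 0 counts. *Klrg1* has 0 counts in all 4 PBS libraries and 56.2 to 87.6 CPM in the αCD45-Cyt libraries, and *Ifng* in αCD45-Cyt spans 136 to 1120 CPM.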

Concurrently, genes related to LN trafficking (*Cxcr3* and *Cxcr5*) as well as stemness (*Tcf7*) were downregulated (Fig. 4a). 

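*Cxcr3* (X:100775141–100777875 in GRCm39) was at 30 ± 3.56 CPM after αCD45-Cyt (SD, *n* = 5) and 69.1 ± 18.4 CPM after PBS (SD, *n* = 4), a log2 fold change of −1.19 (standard error 0.26, edgeR adjusted *P* = 0.0116). *Cxcr5* (9:44423083–44473174), whose interval overlaps *Bcl9l* on the opposite strand, was at 7.55 ± 2.99 CPM against 60.1 ± 23.2 CPM, a log2 fold change of −2.98 (standard error 0.43, edgeR adjusted *P* = 0.00222). *Tcf7* (11:52143107–52174619) was at 115 ± 40.2 CPM against 567 ± 39.4 CPM, a log2 fold change of −2.29 (standard error 0.26, edgeR adjusted *P* = 0.000655). Each αCD45-Cyt mouse was below each PBS mouse for all 3 genes (two-sided exact permutation test, *P* = 0.00794). With one mouse left out at a time, the log2 fold change ranged from −1.35 to −1.09 for *Cxcr3*, from −3.20 to −2.81 for *Cxcr5* and from −2.44 to −2.14 for *Tcf7*. B cell marker genes were also lower after αCD45-Cyt, by a median log2 fold change of −2.53 over 11 genes. In an edgeR fit of all 3 groups with the mean level of B cell marker genes as a covariate, the log2 fold changes were −1.03 for *Cxcr3* (edgeR adjusted *P* = 0.12), −1.64 for *Cxcr5* (edgeR adjusted *P* = 0.212) and −1.22 for *Tcf7* (edgeR adjusted *P* = 0.171). Without the covariate the same fit gave −1.20, −2.99 and −2.31 (edgeR adjusted *P* of at most 0.000872), so *Cxcr3* moved least. The mean level of the B cell markers differed by −2.11 between αCD45-Cyt and PBS, so the covariate also takes up part of the treatment difference. That covariate was chosen after the data had been seen, as was limma-voom with a variance for each group, which gave an adjusted *P* of 0.0549 for *Cxcr3*.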

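*Tox* (4:6686353–6991644 in GRCm39), whose interval overlaps annotated non-coding genes, was at 9.8 ± 4.12 CPM after αCD45-Cyt (SD, *n* = 5) and 102 ± 23.5 CPM after PBS (SD, *n* = 4). The log2 fold change was −3.37 (standard error 0.35, edgeR adjusted *P* = 0.000392), and all 5 αCD45-Cyt mice were below all 4 PBS mice (two-sided exact permutation test, *P* = 0.00794). Across the 9 fits that each left out one mouse, the log2 fold change of *Tox* lay between −3.65 and −3.24. With B cell marker genes as a covariate in the fit of all 3 groups, it was −3.01 (edgeR adjusted *P* = 0.0142).

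**Figure D3:**
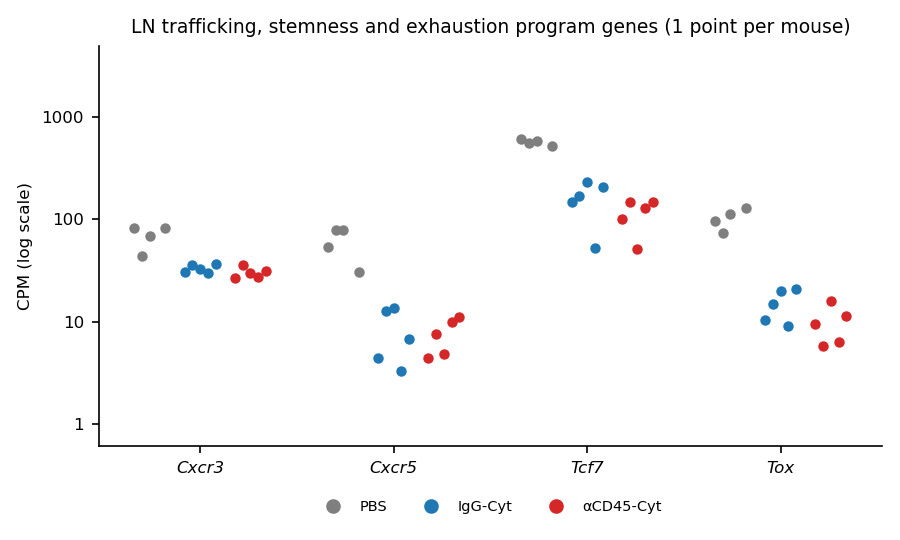
Expression of *Cxcr3*, *Cxcr5*, *Tcf7* and *Tox* in CPM on a log scale, with 1 point per mouse in the PBS, IgG-Cyt and αCD45-Cyt groups. For *Tox*, the 4 PBS mice sit around a mean of 102 CPM and the 5 αCD45-Cyt mice around 9.8 CPM, with no overlap.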

Despite this highly differentiated phenotype, we saw significant downregulation of *Tox*, a transcription factor responsible for initiating epigenetic exhaustion programs in CD8^+^ T cells.

**Fig. 4:**
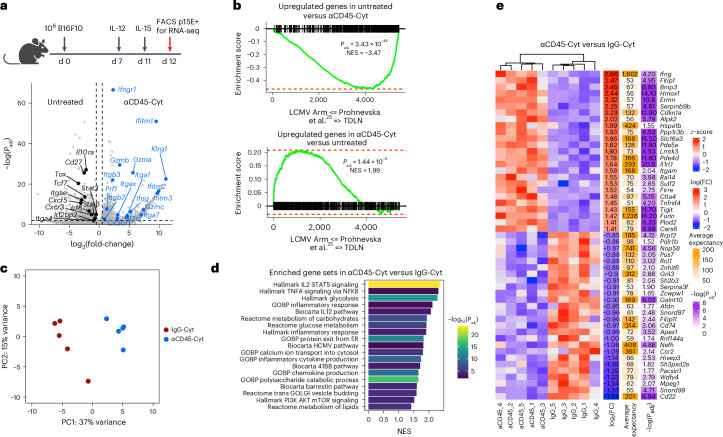
αCD45-Cyt therapy induces antiviral-like signature in TDLN tumor-specific T cells. CD8^+^ T cells specific for the immunodominant p15E retroviral antigen were sorted from TDLNs isolated from C57BL/6J mice bearing B16F10 tumors (*n* = 4 mice in PBS cohort) treated with αCD45-Cyt (*n* = 5 mice) or IgG-Cyt (*n* = 5 mice) therapy for downstream RNA-seq. **a**, Volcano plot of DEGs between untreated and αCD45-Cyt with selected genes labeled. **b**, GSEA using the DEGs between untreated and αCD45-Cyt, compared with T cell gene signatures from LCMV Arm infection or TDLNs from Prokhnevska et al.^25^ (GEO accession no. GSE216731). The enrichment score is plotted. Adjusted *P* (*P*_adj_) values and normalized enrichment scores (NESs) are labeled. **c**, PCA of IgG-Cyt- and αCD45-Cyt-treated samples. **d**, Enriched pathways in αCD45-Cyt samples compared with IgG-Cyt samples. **e**, Top 25 DEGs between αCD45-Cyt samples and IgG-Cyt samples. FC, fold-change. Statistical significance was determined using a two-sided Wald’s test with Benjamini–Hochberg post-hoc correction (**a** and **e**) or one-sided permutation test (**b** and **d**). Source data

Unlike the endogenous antitumor response, effective virus-specific T cell responses, such as after acute lymphocytic choriomeningitis virus Armstrong (LCMV Arm) infection, are accompanied by high expression of inflammatory cytokines and differentiation markers in responding LNs^25^. Given the efficacy of αCD45-Cyt therapy, we performed gene set enrichment analysis (GSEA) to probe whether αCD45-Cyt therapy induces an ‘antiviral-like’ signature within the tumor-reactive TDLN CD8^+^ compartment. We assessed the untreated and αCD45-Cyt-treated transcriptomes of tumor-specific CD8^+^ T cells for enrichment of a previously reported tumor (‘TDLN’) or acute viral (‘LCMV Arm’) transcriptional response (Fig. 4b). Transcriptional profiles of CD8^+^ T cells from untreated TDLNs closely matched the previously reported endogenous antitumor response, broadly characterized by a lack of effector molecules and activation markers (Fig. 4b and Extended Data Fig. 9a). In contrast, αCD45-Cyt therapy elicited a signature highly enriched in genes associated with the canonical antiviral response, suggesting that the prolonged cytokine exposure within TDLNs induced by αCD45-Cyt triggers an immune response mirroring effective antiviral T cell priming (Fig. 4b and Extended Data Fig. 9a). 

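The published TDLN and LCMV Arm signatures were not used here, and the values that follow are the levels of effector and activation genes in the untreated libraries themselves. Of the 10 genes that Fig. 4a labels as upregulated besides those named in the text, *Ifitm2*, *Ifitm3*, *Gzmc* and *Itga7* had 0 counts in all 4 PBS libraries. *Gzma* (13:113230355–113237524 in GRCm39) was at 22.2 ± 18.8 CPM in PBS (SD, *n* = 4) and *Cx3cr1* (9:119877749–119898945) at 12.1 ± 11.3 CPM. The untreated libraries held 11 genes of a STAT5 target list, written from general knowledge, at a summed level of 304 ± 112 CPM (SD, *n* = 4). The 5 genes of a CD8+ T cell identity list summed to 1750 ± 168 CPM in PBS and 1640 ± 86.5 CPM after αCD45-Cyt (SD, *n* = 5), a median log2 fold change of 0.00 (limma camera adjusted *P* = 0.454). Marker genes of other cells were present as well, with the B cell marker list at 252 ± 103 CPM and a myeloid marker list at 199 ± 128 CPM in PBS. The PBS libraries also had 0 counts in 28.7 to 45% of the 5339 genes with a mean count between 10 and 100 in the treated libraries, against 0.69 to 3.9% in the treated libraries themselves. Because these genes were chosen by their treated level, genes raised by treatment could make part of this gap. How much of it is RNA lost in PBS cannot be told, so a count of 0 in a PBS library does not show that the gene was not expressed.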

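All 10 genes labeled as upregulated in Fig. 4a besides those named in the text had an edgeR adjusted *P* under 0.05 after αCD45-Cyt (*n* = 5) relative to PBS (*n* = 4), with log2 fold changes from 0.98 to 5.70 for the 6 that had counts in PBS libraries. *Gzma* rose to 1140 ± 347 CPM, a log2 fold change of 5.70 (standard error 0.61, edgeR adjusted *P* = 0.000449). Against the PBS floor, *Ifitm2* was at least 56.3-fold higher (edgeR adjusted *P* = 0.000655), *Ifitm3* at least 47.8-fold higher (edgeR adjusted *P* = 0.00101) and *Gzmc* at least 9.74-fold higher (edgeR adjusted *P* = 0.00574), and these belong to gene families whose reads the counting could divide between members. *Cx3cr1* reached 105 ± 61.7 CPM, a log2 fold change of 3.13 (standard error 0.80, edgeR adjusted *P* = 0.0262), and stayed under an adjusted *P* of 0.05 in 5 of the 9 fits that each left out one mouse. Under limma-voom with sample quality weights, 6 of the 10 genes had an adjusted *P* above 0.05, among them *Gzma* (0.0516) and *Cx3cr1* (0.379). Of the 7 genes labeled as downregulated in Fig. 4a besides those named in the text, 5 had an edgeR adjusted *P* under 0.05. Among them were *Il10ra* (9:45165132–45180563) at −2.10 (standard error 0.18, edgeR adjusted *P* = 0.000109) and *Cd27* (6:125209585–125213988) at −2.41 (standard error 0.21, edgeR adjusted *P* = 0.000114). The other 2, *Irf2bp2* and *Itga4*, both had a log2 fold change of −0.86, with edgeR adjusted *P* values of 0.0648 and 0.0621. The largest fall of the 7 was −2.83. *Stat3*, among the 5, stayed under 0.05 in 3 of the 9 fits that each left out one mouse. In the STAT5 target list all 11 genes were higher after αCD45-Cyt than after PBS, with a median log2 fold change of 1.07 (limma camera adjusted *P* = 0.00895). With at least 10 counts required in every library, 4 of its genes were left, with a median of 0.62 (limma camera adjusted *P* = 0.0824).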

We next characterized differences in the transcriptional response of αCD45-Cyt treatment versus control IgG-Cyt therapy. 

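Of the 12070 genes tested between αCD45-Cyt (*n* = 5) and IgG-Cyt (*n* = 5), 293 were higher and 173 lower after αCD45-Cyt at an edgeR adjusted *P* under 0.05. In 611 genes (5.06%) the values of the 2 groups did not overlap, against 0.79% by chance. DESeq2's Wald test called 413 higher and 318 lower genes. In one edgeR fit of all 3 groups, which shares the spread of the PBS libraries with the treated ones, no gene was called, and 377 of 12711 genes had an unadjusted *P* under 0.05. With one mouse left out at a time, 173 to 420 genes were higher and 51 to 319 lower. In libraries simulated without a difference between the 2 groups, at most 2 genes were called. Among the genes raised relative to PBS, *Klrg1* differed from IgG-Cyt by a log2 fold change of 0.84 (standard error 0.15, edgeR adjusted *P* = 0.00414), *Prf1* by 0.67 (standard error 0.16, edgeR adjusted *P* = 0.0278), *Il2ra* by 0.60 (standard error 0.16, edgeR adjusted *P* = 0.0455) and *Ifngr1* by 0.41 (standard error 0.09, edgeR adjusted *P* = 0.0143). The *Prf1* difference stayed under an adjusted *P* of 0.05 in 4 of the 10 fits that each left out one mouse and the *Il2ra* difference in 3, and DESeq2's adjusted *P* for *Il2ra* was 0.0832. *Gzmb* did not differ, at 1930 ± 328 CPM after IgG-Cyt (SD, *n* = 5) and a log2 fold change of −0.08 (standard error 0.18, edgeR adjusted *P* = 0.839), and neither did *Ifitm1*, with a log2 fold change of −0.03 (edgeR adjusted *P* = 0.966). *Cxcr3*, *Cxcr5*, *Tcf7* and *Tox* had log2 fold changes between −0.58 and −0.12, and their edgeR adjusted *P* values were 0.3 or more. With no filter on low counts, the edgeR adjusted *P* of *Tcf7* was 0.000291.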

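PCA was run on log2 CPM (TMM normalization, prior count 2) of the 500 most variable genes in the 5 IgG-Cyt and 5 αCD45-Cyt libraries, with genes centred and not scaled. PC1 held 24.7% of the variance and PC2 16.5%. The mean PC1 scores of αCD45-Cyt and IgG-Cyt differed by 21.41, and the lowest αCD45-Cyt score, 6.26, was above the highest IgG-Cyt score, 3.36 (two-sided exact permutation test, *P* = 0.00794). DESeq2's variance stabilizing transformation moved the PC1 share most, to 36.0%. In the 10 repeats that each left out one mouse, the scores overlapped only without αCD45-Cyt replicate 5 (two-sided exact permutation test, *P* = 0.0397). Thinning all libraries to the size of the smallest, IgG-Cyt replicate 5, kept the 2 groups apart on PC1, with a share of 29.5%.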

Principal component analysis (PCA) showed that IgG-Cyt and αCD45-Cyt transcriptomes clustered separately (Fig. 4c). 

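The gene sets of Fig. 4d were not used here. A list of 11 STAT5 target genes, written from general knowledge before the data were read, had a median log2 fold change of −0.32 between αCD45-Cyt (*n* = 5) and IgG-Cyt (*n* = 5), with 5 genes higher and 6 lower (limma camera adjusted *P* = 0.187). *Il2ra* was higher after αCD45-Cyt, *Bcl2* was lower by a log2 fold change of −0.62 (standard error 0.16, edgeR adjusted *P* = 0.0385), and the other 9 genes had an edgeR adjusted *P* above 0.05. *Cish*, for example, had a log2 fold change of −0.45 (standard error 0.14, edgeR adjusted *P* = 0.0891). With one mouse left out at a time, the adjusted *P* of *Bcl2* stayed under 0.05 in 4 of the 10 fits and that of *Il2ra* in 3. The 18 genes that the paper's source data print as the leading edge of its IL2–STAT5 set were all higher after αCD45-Cyt, with a median log2 fold change of 0.82 (0.39 to 1.65). These 18 were chosen by the authors from the same libraries for being higher, and none of them is on the STAT5 target list. Summed levels of the STAT5 target list were 872 ± 188 CPM after αCD45-Cyt and 813 ± 54.1 CPM after IgG-Cyt (SD, *n* = 5 each).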

Pathway analysis comparing the two treatment conditions revealed a striking upregulation of hallmark STAT5 signaling triggered by αCD45-Cyt therapy, probably driven by the extended signaling of CD45-bound IL-15, as shown in Fig. 1e (Fig. 4d). 

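A list of 13 glycolysis genes was higher after αCD45-Cyt (*n* = 5) than after IgG-Cyt (*n* = 5), with a median log2 fold change of 0.69, all 13 genes higher and 12 of them with an edgeR adjusted *P* under 0.05 (limma camera adjusted *P* = 2.05e-15 for the list). Fig. 4e, which shows the same comparison of the same libraries, prompted this list and the ribosome biogenesis list. The genes it prints were left out, but the direction of these lists is not independent of it. The smallest adjusted *P* values were those of *Aldoa*, with a log2 fold change of 1.16 (standard error 0.13, edgeR adjusted *P* = 0.000112), and *Pkm*, with 0.74 (standard error 0.09, edgeR adjusted *P* = 0.000122). *Slc2a1* rose by 0.97 (standard error 0.12, edgeR adjusted *P* = 0.00024), *Pgk1* by 0.86 (standard error 0.11, edgeR adjusted *P* = 0.000294) and *Hk2* by 1.04 (standard error 0.15, edgeR adjusted *P* = 0.000767). The summed level of the list was 6360 ± 824 CPM after αCD45-Cyt, 4190 ± 319 CPM after IgG-Cyt and 2440 ± 399 CPM after PBS (SD, *n* = 5, 5 and 4). Ribosome biogenesis genes moved the other way, with a median log2 fold change of −0.59 over 23 genes and 22 of them lower (limma camera adjusted *P* = 2.1e-15). Camera was run with a preset correlation of 0.01 between genes, so its *P* can be too small for genes that vary together. With limma's fry test in place of camera, the adjusted *P* was 0.00528 for ribosome biogenesis and 0.000756 for glycolysis. Of the ribosome biogenesis genes, *Fbl* had a log2 fold change of −0.62 (standard error 0.12, edgeR adjusted *P* = 0.00719).

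**Figure D4:**
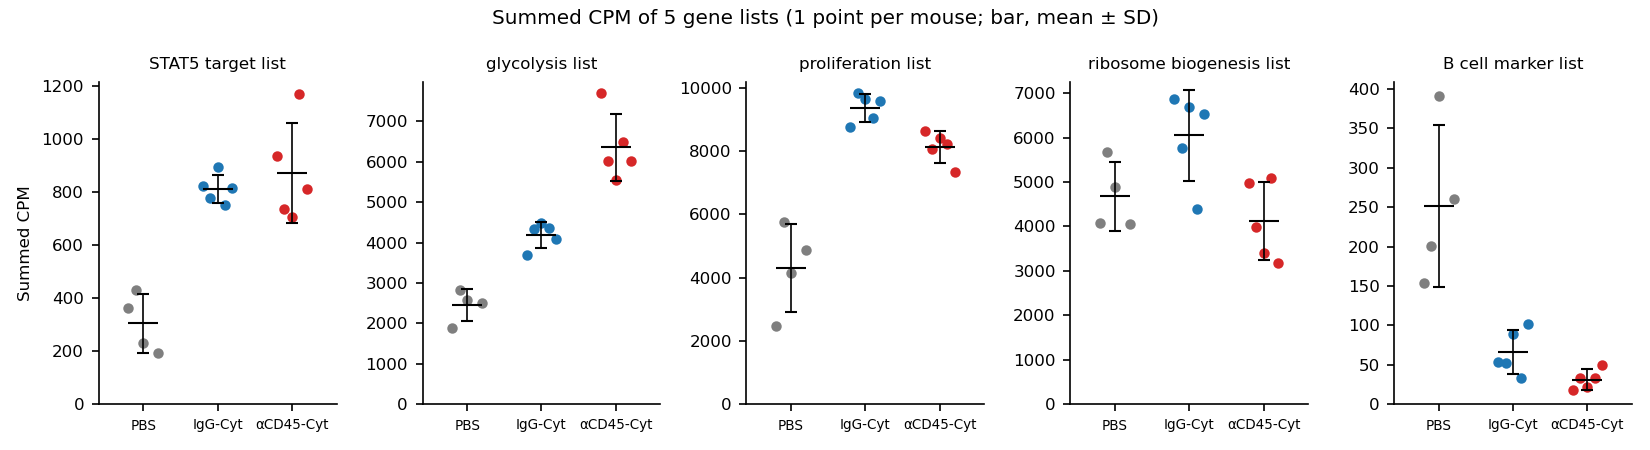
Summed CPM of 5 gene lists in each mouse, with 1 point per mouse and the mean ± SD of the PBS, IgG-Cyt and αCD45-Cyt groups. Glycolysis genes sum to 2440, 4190 and 6360 CPM in PBS, IgG-Cyt and αCD45-Cyt, and STAT5 target genes to 304, 813 and 872 CPM.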

Other upregulated genes belonged to pathways involving inflammatory responses, cytokine signaling and cell-cycle metabolism (Fig. 4d). 

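*Ifng* was at 74.1 ± 27.5 CPM after IgG-Cyt (SD, *n* = 5), and its log2 fold change in αCD45-Cyt relative to IgG-Cyt was 2.67 (standard error 0.40, edgeR adjusted *P* = 0.00107). The 5 αCD45-Cyt mice were all above the 5 IgG-Cyt mice (two-sided exact permutation test, *P* = 0.00794), and with one mouse left out at a time the log2 fold change of *Ifng* was between 2.06 and 2.93. Among the 266 genes higher after αCD45-Cyt with a mean count of at least 50 before normalization, *Ifng* had the largest fold change, and among all 293 higher genes it was 7th. With a mean normalized count of at least 50 and no overlap between groups, next to *Ifng* came *Smox* at 2.57 (edgeR adjusted *P* = 0.000441), *Filip1* at 2.51 (edgeR adjusted *P* = 0.00429), *Bnip3* at 2.44 (edgeR adjusted *P* = 0.00165) and *Hmox1* at 2.44 (edgeR adjusted *P* = 8.06e-05). With the minimum before normalization, limma-voom with sample quality weights placed *Ifng* 3rd, after *Smox* and *Filip1*. By adjusted *P* the order was different, with *Il1rl1* first and *Ifng* 41st of the 266. All 25 genes that Fig. 4e shows as higher had an edgeR adjusted *P* under 0.05, with a median log2 fold change of 1.8 (1.41 to 2.67). Of the 26 that it shows as lower, 22 did, with a median of −0.95 over the 26 (−1.52 to −0.84). With one mouse left out, *Afdn* and *Mpeg1* of these 22 each stayed under 0.05 in 2 of the 10 fits. *Rnf144a*, *Serpina3f*, *Sh2b3* and *Znhit6* each did so in 3, and others, such as *Nop58* and *Ccr2*, in all 10. Among the genes with a mean normalized count of at least 50 and no overlap between groups, the largest fall was in *Cd22*, a B cell marker, at −1.52 (standard error 0.24, edgeR adjusted *P* = 0.0014), followed by the small nucleolar RNA *Snord99*, which lies within its host gene *Snhg12*, at −1.35 (edgeR adjusted *P* = 0.00306), *Apex1* at −0.99 (edgeR adjusted *P* = 0.00689), *Snord87*, another small nucleolar RNA, at −0.95 (edgeR adjusted *P* = 0.0193) and *Galnt10* at −0.92 (edgeR adjusted *P* = 0.00107).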

Finally, we examined the top 20 differentially expressed genes (DEGs) between αCD45-Cyt and IgG-Cyt therapy and found *Ifng* expression as the most differentially upregulated, along with other metabolism and inflammation genes (Fig. 4e and Extended Data Fig. 9b). Altogether, these data are indicative of a highly activated and proliferative TDLN compartment after αCD45-Cyt therapy.

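A list of 21 proliferation genes was higher after αCD45-Cyt (*n* = 5) than after PBS (*n* = 4), with a median log2 fold change of 1.12 and all 21 genes higher (limma camera adjusted *P* = 3.18e-06). *Rrm2* had a log2 fold change of 1.98 (standard error 0.20, edgeR adjusted *P* = 0.000392), *Mcm7* 1.12 (standard error 0.16, edgeR adjusted *P* = 0.00213) and *Top2a* 1.76 (standard error 0.26, edgeR adjusted *P* = 0.00232). Relative to IgG-Cyt (*n* = 5) the list had a median log2 fold change of −0.11, with 18 of the 21 genes lower (limma camera adjusted *P* = 0.00433), and with limma's fry test in place of camera the adjusted *P* was 0.143. *Mcm3* was the one gene of the list with an edgeR adjusted *P* under 0.05 in that comparison, at −0.32 (standard error 0.08, edgeR adjusted *P* = 0.0288). It stayed under 0.05 in 3 of the 10 fits that each left out one mouse. Summed levels were 8130 ± 493 CPM after αCD45-Cyt, 9380 ± 450 CPM after IgG-Cyt and 4320 ± 1390 CPM after PBS (SD, *n* = 5, 5 and 4). The paper calls its data indicative of a highly activated and proliferative TDLN compartment.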

### αCD45 immunocytokines generate optimal effectors

Recently, genetically induced sustained STAT5 activation has been shown to rewire exhausted T cells into a unique effector profile that enables control of chronic infections or tumors^27^. Based on our pathway analysis and in vitro data, we hypothesized that αCD45-IL-15 stimulation may therapeutically elicit similar sustained STAT5 induction and downstream generation of tumor-specific effectors. Probing the signaling dynamics of CD45 immunocytokines in the TDLNs 24 h after intratumoral dosing with αCD45-IL-15 alone revealed robust STAT5 phosphorylation induced in 80% of CD8^+^ T cells in the TDLN (Fig. 5a,b). By contrast, injection of IgG-IL-15 led to a dim pSTAT5^+^ population, closely mirroring the in vitro and RNA-seq results shown in Fig. 1e and 4d (Fig. 5a,b). Next, using an identical experimental set-up to that used in the RNA-seq analysis, we treated B16F10 tumors with αCD45-Cyt or IgG-Cyt therapy and profiled p15E^+^CD8^+^ T cells in the tumor and TDLNs 24 h after IL-15 dosing by flow cytometry. Only αCD45-Cyt treatment led to a statistically significant expansion of tetramer-positive CD8^+^ T cells in the TDLNs relative to untreated tumors (Fig. 5d,e). In addition to expanded numbers, TDLN tumor-specific cells primed by αCD45-Cyt exhibited a profound increase in IFNγ expression as measured by MFI and the number of IFN-γ^+^p15E^+^ cells (Fig. 5f,g and Extended Data Fig. 10a), whereas IgG-Cyt failed to elicit IFNγ production (Fig. 5f,g and Extended Data Fig. 10a). TDLN tumor-reactive cells also displayed high levels of granzyme B expression after treatment with either cytokine therapy (Extended Data Fig. 10b). Both treatments also significantly increased CD25 expression over untreated controls, but αCD45-Cyt treatment induced this upregulation on a larger fraction of the CD8^+^ compartment (Extended Data Fig. 10c).

**Fig. 5:**
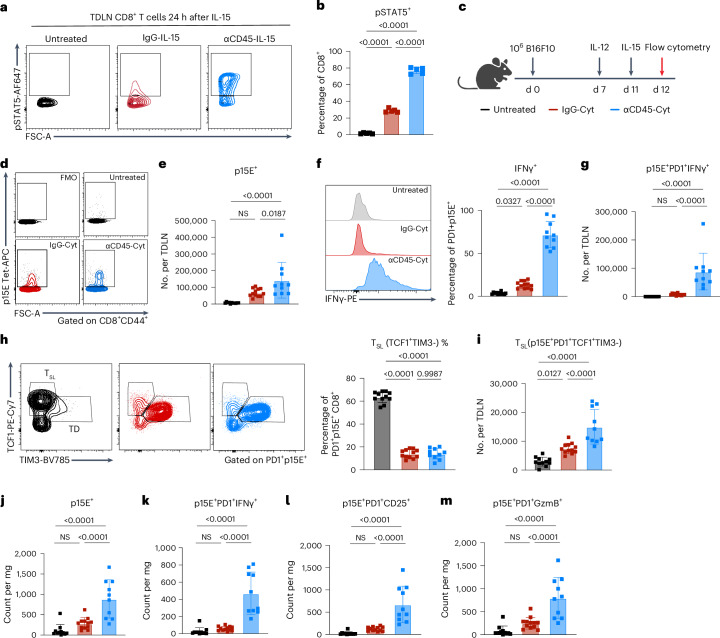
αCD45–cytokine therapy reprograms tumor-specific TDLNs and tumor CD8^+^ T cells. **a**,**b**, C57BL/6J mice (*n* *=* 5 per group) inoculated with 10^6^ B16F10 cells were treated on day 7 with 10 μg of IL-15 immunocytokine. After 24 h, LNs were fixed, permeabilized and stained for pSTAT5. **a**, Representative pSTAT5 contour plots after IL-15 treatment, previously gated on live CD3^+^CD8^+^ cells. **b**, Summary data for pSTAT5 induction shown in **a**. **c**–**m**, C57BL/6J mice (*n* *=* 11 in untreated cohort, *n* *=* 12 in IgG-Cyt cohort, *n* *=* 10 in αCD45-Cyt cohort across two independent studies) inoculated with 10^6^ B16F10 tumor cells treated with IgG-Cyt or αCD45-Cyt therapy starting on day 7 (**c**). LNs and tumors were harvested 24 h after completion of therapy. **d**, Representative contour plots and gating for p15E tetramer^+^ cells in the TDLNs, previously gated on live CD8^+^CD44^+^ cells. **e**, Treatment effects on p15E^+^ tumor-reactive cells in TDLNs. **f**, Left, sample histogram of IFNγ expression; right, TDLN frequency of tumor-specific cells expressing IFNγ^+^. **g**, TDLN counts of IFNγ^+^PD-1^+^p15E^+^ T cells. **h**, Left, T_SL_ versus TD sample gating; right, TDLN frequency of stem-like PD-1^+^TCF1^+^CD8^+^ T cells. **i**, TDLN counts of stem-like PD-1^+^TCF1^+^CD8^+^ T cells. **j**, Counts of p15E tetramer^+^CD8^+^ TILs. **k**, Counts of p15E tetramer^+^CD8^+^ TILs expressing IFNγ. **l**, Counts of p15E tetramer^+^CD8^+^ TILs expressing CD25. **m**, Counts of p15E tetramer^+^CD8^+^ TILs expressing granzyme B. The mean ± s.d. values from stated replicates are shown. *P* values were determined by one-way ANOVA followed by Tukey’s multiple-comparison test. Exact *P* values are denoted in the figure. Source data

Recent studies have suggested that antigen-specific TCF1^+^ stem-like T cells in disease-site-draining LNs play a critical role as a source of effector cell generation^25^^,^^27–32^. Given the robust effector response exhibited in treated TDLNs, we evaluated the impact of αCD45-Cyt therapy on the magnitude of the stem-like (T_SL_, TCF1^+^TIM3^−^) compartment. Although both treatments led to a drop in the relative proportion of TCF1^+^ T cells, the absolute number of tumor-specific, stem-like cells expressing PD-1^+^ and TCF1^+^ increased, with αCD45-Cyt therapy eliciting a sixfold higher count of stem-like cells in the TDLNs over untreated mice (Fig. 5h,i). Conversely, cytokine therapy skewed CD8^+^ T cells toward a terminally differentiated (TD, TCF1^−^TIM3^+^) phenotype as seen by high TIM3 expression in both treatment groups (Extended Data Fig. 10d). However, αCD45-Cyt therapy triggered a significantly larger expansion of the TD compartment by absolute count over IgG-Cyt therapy (Extended Data Fig. 10e).

In the treated tumor, αCD45-Cyt therapy led to increased numbers of tumor-reactive CD8^+^ T cells not seen after IgG-Cyt therapy (Fig. 5j). Treatment with αCD45-Cyt, but not IgG-Cyt, induced significantly higher levels of IFNγ within p15E-specific cells and significantly higher numbers of intratumoral IFNγ^+^CD8^+^cells (Extended Data Fig. 10f and Fig. 5k). Mice treated with αCD45-Cyt also displayed higher levels of CD25 expression, by both percentage and magnitude (Fig. 5l and Extended Data Fig. 10g). Intratumoral granzyme B expression was high across all groups, but only αCD45-Cyt therapy generated a significant increase in the compartment size (Fig. 5m and Extended Data Fig. 10h). Taken together, these immunophenotyping results show that local αCD45-Cyt therapy is not only able to dramatically alter the treated tumor immune microenvironment (TME), as other local therapies have accomplished, but also to reprogram the tumor-specific CD8^+^ population in the TDLNs, correlating with stronger abscopal responses.

## Discussion

Antibody-targeted cytokines have been pursued for many years with modest impact, resulting in part from the focus on targeting cancer cells lacking truly disease-specific antigens and the challenge that their biodistribution is often governed by the cytokine and not the antibody^5,33^. Recently, targeting immune cells through lineage or phenotypic markers has shown promising preclinical data^34,35^. In the present study, we focused on targeting host immune cells, using the unique biology of CD45 to develop antibody–cytokine fusions capable of modulating tumor-specific T cells within the TME and TDLNs. We leveraged CD45 as a unique cell-based ‘anchor’ for cytokines in two key ways: (1) its ability to be bound without triggering internalization; and (2) its abundant expression on leukocytes, with reported measurements upward of 100,000 molecules per cell^36^. We found evidence that these two characteristics allow for both *cis* and *trans* signaling of CD45-tethered cytokines. Thus, by decorating leukocytes in vivo with CD45-targeted immunocytokines, bystander cells lacking the cognate receptor can serve as cellular depots that ‘present’ the cytokine to nearby cells, extending the cytokine’s residence time. We show that specified intratumoral doses of CD45-targeted IL-15 and IL-12 are retained at the tumor and TDLNs for prolonged periods of time, leading to extended pSTAT5 signaling and acquisition of a potent effector program by tumor-reactive CD8^+^ T cells. This led to a reprogramming of the antitumor CD8^+^ T cell response at the TDLNs and robust systemic antitumor immunity. On a cytokine basis, the doses given in the αCD45-Cyt paradigm did not exceed 2 µg, a highly dose-sparing regimen highlighting the benefit of administration at the right time and place.

In striking contrast to the endogenous, unmanipulated, antitumor response, T cells within the αCD45-Cyt-treated TDLNs had transcriptional signatures resembling an acute antiviral response characterized by high expression of CD25, IFNγ, granzyme B and TIM3. These changes in T cell activation in the TDLNs also have many similarities with effects recently reported for antigen-specific T cells transduced to express constitutively active STAT5 (STAT5CA) in the setting of chronic LCMV infection^27^. 

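CD25 is encoded by *Il2ra*, IFNγ by *Ifng*, granzyme B by *Gzmb* and TIM3 by *Havcr2*. In the libraries of p15E-specific CD8+ T cells from TDLNs, each αCD45-Cyt mouse (*n* = 5) was above each PBS mouse (*n* = 4) for the first 3 of these genes. *Havcr2* (11:46345673–46374149 in GRCm39) was at 123 ± 16.3 CPM after αCD45-Cyt (SD, *n* = 5) and 70.9 ± 66.6 CPM after PBS (SD, *n* = 4). Its PBS values ranged from 4.39 to 142 CPM, and no difference between the 2 groups was found (two-sided exact permutation test, *P* = 0.119). The log2 fold change of *Havcr2* was 0.81 (standard error 0.68, edgeR adjusted *P* = 0.544), and 0.19 relative to IgG-Cyt (edgeR adjusted *P* = 0.459).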

In that case, splenic STAT5CA T cells were found to transition to a polyfunctional effector state, with depletion of the exhausted precursor TCF1^+^ subset and persist in the face of chronic infection. Prolonged signaling from cell-bound αCD45-IL-15 may represent a therapeutic approach to achieve similar effects in native T cells. Importantly, however, αCD45-Cyt therapy does not appear to deplete the tumor-specific, stem-like TCF1^+^PD-1^+^ subset that is thought to be the key self-renewing precursor of effector cells.

The ability to generate potent effectors at the TDLNs may explain the systemic response primed by αCD45-Cyt therapy. We hypothesize that tumor-reactive CD8^+^ T cells in TDLNs acted on by αCD45-Cyt therapy migrate into the systemic circulation and disseminate agnostically to distal lesions. We found evidence for a robust systemic response in two-tumor models of both MC38 colon carcinoma and B16F10 melanoma, as well as in two models of metastasis. These abscopal responses were not driven by drug leakage into the contralateral tumor, but were dependent on immune cell trafficking, because FTY720 ablated tumor control at the untreated lesion. These findings suggest that nodal cytokine retention after administration can prime potent antitumor immunity capable of systemic tumor control. A limitation of the present study is that we restricted our comparative studies to cytokines targeted to CD45 or administered as an irrelevant IgG fusion control. It will be important to determine how cytokine targeting to other receptors such as programmed cell death protein 1 (PD-1) or lineage markers such as CD8 compares with this delivery modality. However, for the specific case of localized immunotherapy, we expect the high copy number and unique internalization behavior of CD45 to provide distinct advantages for driving strong antitumor immunity.

αCD45-Cyt therapy is uniquely enabled by intratumoral administration as a conduit for LN exposure. Current interventional radiology and surgery techniques allow access to almost any surface or visceral lesion. Notably, the US Food and Administration Agency-approved oncolytic therapy talimogene laherparapvec (TVEC) is administered i.t. In addition, intranodal or peritumoral administration can be considered as an alternative administration route for TDLN exposure. Finally, while we explored some facets of CD45 biology, there are other potential aspects to consider. Differential splicing of human CD45 can correspond to distinct cell states, with shorter CD45 isoforms upregulated on CD8 T cell activation^37–39^. A CD45RO-specific antibody might therefore enable more targeted delivery of cytokines to activated T cells. In summary, our results highlight CD45 anchoring as a potent modular platform for enhancing the retention and response of immune agonists and provide rationale for further development of CD45 immunocytokines.

## Methods

### Cell lines

Cell lines CTLL-2 (American Type Culture Collection (ATCC)), Expi293F (Gibco) and HEK-Blue IL-12 (Invivogen) were cultured according to vendor instructions. MC38 (Kerafast, cat. no. ENH204-FP), MC38-ZsGreen (developed in the lab as described previously^40^) and B16F10 (ATCC, cat. no. CRL-6475) cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum (FBS), 100 units ml^−1^ of penicillin and 100 μg ml^−1^ of streptomycin. The 4T1-GFP-Luc (4T1-Luc) cells were generated by transduction of the 4T1 cell line (ATCC, cat. no. CRL-2539) with pGreenFire lentiviral vector (System Biosciences) as described previously^41^. The 4T1-Luc cells were cultured in Roswell Park Memorial Institute (RPMI)-1640 medium supplemented with 10% FBS, 100 units ml^−1^ of penicillin and 100 μg ml^−1^ of streptomycin. All cells were maintained at 37 °C and 5% CO_2_ and all were confirmed to be negative for *Mycoplasma* spp.

### Mice

All animal studies and procedures were carried out following federal, state and local guidelines under an institutional animal care and use committee-approved animal protocol by the Committee of Animal Care at MIT. For all studies involving animals, female BALB/c (Jackson Laboratory, cat. no. 000651), C57BL/6J (Jackson Laboratory, cat. no. 000664) and *Batf3*^*−/−*^ (Jackson Laboratory, cat. no. 013755) mice aged 6–8 weeks were purchased and maintained in the animal facility at Massachusetts Institute of Technology (MIT). Specific strains associated with experiments are listed in the figure captions. All mice were housed in a specific pathogen-free facility, and fed normal chow and water freely under standard animal facility conditions (12 h light:dark cycle). No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications^10–12,42,43^. Data collection and analysis were not performed blind to the conditions of the experiments.

### Cloning and protein purification

Gene blocks (gBlock, IDT) encoding for the light and heavy chain variable regions of anti-CD45 (clone 30-F11 (ref. ^44^)) or untargeted isotype control (anti-FITC, clone 4-4-20) were cloned into a mouse κ light chain and IgG2c backbone with LALA-PG^20^ mutations, respectively, in the mammalian expression vector gWiz (Genlantis). For αCD45-IL-15, murine IL-15/IL-15Rα_sushi_, as described previously^11^, was then cloned at the C terminus of the anti-CD45 (or anti-FITC control) heavy chain. To generate αCD45-IL-12, murine single chain IL-12 (scIL-12), as described previously^11^, was cloned at the amino terminus of the anti-CD45 (or anti-FITC control) heavy chain. For both IL-15 and IL-12 immunocytokines, a (Gly4Ser)_3_ linker was used between the cytokine and antibody. To generate human αCD45-IL-15, gBlocks encoding for the light and heavy chain variable regions of anti-human CD45 (clone BC8) were cloned into a human κ light chain and human IgG1 backbone with LALA-PG mutations, respectively. Human IL-15/IL-15Rα_sushi_, as described previously^11^, was then cloned at the C terminus of the anti-CD45 heavy chain.

A gBlock encoding for the extracellular domain of mouse CD45RO (used for ELISAs; sequence obtained from UniProt) was cloned into gWiz with a His6 tag. Plasmid sequences confirmed by Sanger sequencing (Quintara Biosciences) were transformed into Stellar Competent Cells (Takara Bio) and purified using the NucleoBond Xtra Midi endotoxin-free midi-prep kit (Takara Bio). For immunocytokines, an equal mass of heavy and light chain plasmids was transfected into Expi293F cells (Gibco) per the manufacturer’s instructions and harvested 6 d after transfection. All immunocytokines were purified using rProteinA Sepharose Fast Flow resin (Cytiva Life Sciences) and validated for size by sodium dodecylsulfate–polyacrylamide gel electrophoresis. His-tagged CD45RO was purified by TALON affinity resin (Takara) according to the manufacturer’s instructions. Purified proteins were confirmed to be endotoxin free (<0.1 endotoxin units (EU) per dose) using the Endosafe Nexgen-PTS system (Charles River). Purified proteins were flash frozen in liquid nitrogen and stored at −80 °C until use.

### ELISA and bioactivity assays

For ELISA assays, Maxisorp 96-well flat-bottomed plates (Thermo Fisher Scientific) were coated with recombinant CD45RO at 0.2 µg ml^−1^ in phosphate-buffered saline (PBS; Corning) overnight at 4 °C. Subsequent washes were performed with PBST (PBS supplemented with 0.05% v:v Tween-20 (Millipore-Sigma)). Blocking was performed in PBSTA (PBS supplemented with 1% w:v bovine serum albumin (BSA; Sigma-Aldrich) and 0.05% v:v Tween-20) overnight. Immunocytokines were diluted to relevant concentrations in PBSTA and detected via a horseradish peroxidase-conjugated anti-mouse IgG secondarily diluted 1:3,000 (Abcam). One-Step Ultra TMB-ELISA substrate solution (Thermo Fisher Scientific) was added to develop for 5 min and quenched with 2 N sulfuric acid (VWR). Absorbance at 450 nm (*A*_450_) with reference at 570 nm was measured on an Infinite M200 microplate reader (Tecan).

For IL-15 bioactivity, 10,000 CTLL-2 cells were seeded in a 96-well, U-bottomed plate in incomplete medium per the manufacturer’s instructions with stated IL-15 immunocytokine dilutions for 48 h at 37 °C. Proliferation was measured via CellTiter-Glo 2.0 Assay (Promega) following the manufacturer’s instructions. Luminescence was measured on a microplate reader (Tecan) with an integration time of 0.25 s. For the CD45 pre-blockade experiment, cells were incubated with 500 nM αCD45 (clone 30F11) for 4 h before the addition of IL-15 immunocytokine. IL-12 bioactivity was measured with HEK-Blue IL-12 reporter cells according to the manufacturer’s instructions (Invivogen).

### Primary CD8^+^ T cell preparation

Spleens from 6- to 8-week-old C57BL/6J female mice were harvested and processed into single-cell suspensions. CD8^+^ T cells were isolated using the EasySep Mouse CD8^+^ T cell isolation kit (StemCell Technologies) and resuspended at a concentration of 10^6^ cells ml^−1^ in complete RPMI supplemented with 1× sodium pyruvate (Thermo Fisher Scientific), 1× nonessential amino acids (Thermo Fisher Scientific) and 1× 2-mercaptoethanol (Thermo Fisher Scientific). Medium was additionally supplemented with 10 ng ml^−1^ of murine IL-2 (BioLegend) before resuspension and subsequent passaging. Isolated CD8^+^ T cells were activated for 48 h on a 6-well, nontissue culture-treated plate that was precoated with 0.5 µg ml^−1^ of anti-CD3 (BioXCell, clone 2C11) and 5 µg ml^−1^ of anti-CD28 (BioXCell, clone 37.51) overnight at 4 °C. The plate was washed twice before activation. After activation, T cells were cultured for 48 h before use in downstream experiments.

For human CD8^+^ T cell work, CD8^+^ T cells isolated from PBMCs were purchased from StemCell Technologies. Isolated cells were activated with αCD3/αCD28 Dynabeads (Thermo Fisher Scientific) at a 1:1 ratio in complete T cell medium (described above) supplemented with 10 ng ml^−1^ of human IL-2 for 72 h. Cells were then rested for at least 48 h before use in downstream assays.

### Fluorescence-quenching internalization assay

Internalization assays were performed and analyzed as described previously^45^. Briefly, immunocytokines were conjugated with Alexa Fluor-488 (AF488) using *N*-hydroxysuccinimide (NHS) ester chemistry (Invitrogen). Free dye was removed by Zeba spin desalting column purification (Thermo Fisher Scientific). Primary CD8 T cells, 100,000, were seeded in a 96-well plate and incubated with AF488-labeled immunocytokines at 10 µg ml^−1^ staggered at desired time points. Wells were then split such that one set was incubated with 25 µg ml^−1^ of anti-AF488-quenching antibody (Thermo Fisher Scientific, cat. no. A-11094) for 25 min. For human experiments, anti-human CD45 (clone MEM-28) conjugated to AF488 (Thermo Fisher Scientific) was used. IL15/IL15R was purchased from MedchemExpress. Viability was assessed via DAPI staining. The AF488 signal was measured using a BD LSR Fortessa and FACSDiva software and data were analyzed in FlowJo.

### Analysis of STAT phosphorylation by flow cytometry

For in vitro STAT5 experiments, primary CD8^+^ T cells cultured as described above were starved of IL-2 for 24 h and seeded into 96-well plates at 100,000 cells per well. IL-15 immunocytokines were added at 10 µg ml^−1^ for 1 h and subsequently washed with incomplete T cell medium (no IL-2) twice before resting for 24 h. IgG-IL-15 added at the same molar concentration (without washing) was used as a continuous control. Cells were immediately fixed in medium with equal volumes of BD Phosflow Fixation Buffer I prewarmed to 37 °C for 10 min. When required, cells were stained with Zombie Aqua viability stain for 5 min in PBS (1:1,000 dilution) before fixation. Cells were permeabilized for 30 min on ice with BD Phosflow Perm Buffer III that had been pre-chilled to −20 °C. Staining with anti-pSTAT5 antibodies (BD, clone 47) conjugated to AF647 or phycoerythrin (PE) was carried out at room temperature for 1 h. STAT4 experiments were performed identically, but used complete medium supplemented with IL-2 and immunocytokine incubation was performed at 2 µg ml^−1^ for 20 min. The pSTAT4 signal was detected with anti-pSTAT4 (BD, clone 38). For *trans*-signaling experiments, immunocytokines were conjugated with AF647 using NHS ester chemistry. Preloaded cells were labeled with CFSE per the manufacturer’s instructions. For *cis*-signaling experiments, CD8^+^ T cells were diluted with HEK293F (CD45^−^IL-15R^−^) at the stated ratios before incubation with αCD45-IL-15 at the stated concentrations. The total number of cells in the well was maintained at a constant level.

Measurement of STAT5 levels in vivo was carried out as previously described^46^. Briefly, TDLNs were processed into single-cell suspensions directly in BD Fixation Buffer I and samples were incubated at 37 °C for 10 min. Downstream permeabilization and staining were performed as described above. In all cases, the pSTAT signal was measured using a BD LSR Fortessa and FACSDiva software and data were analyzed in FlowJo.

### Tumor inoculation and treatment preparation

For all single-tumor experiments, mice aged 6–8 weeks were injected subcutaneously (s.c.) in the shaved right flank with 10^6^ tumor cells (MC38, MC38-ZsGreen or B16F10) in a volume of 50 μl of PBS. For two-tumor experiments, the contralateral tumor was inoculated on the left flank 3 d after the primary tumor, as stated in the study schematics. Before treatment, mice were randomized to ensure equal mean initial tumor size across groups. Immunocytokines were prepared at their stated doses (1 μg for IL-12 immunocytokines and 10 μg for IL-15 immunocytokines, where the mass indicated is the mass of the entire fusion protein) and dosed i.t. in 20 μl of PBS unless otherwise stated. Doses were informed by our biodistribution experiments as well as previous intratumoral cytokine work from our lab^10^. Peritumoral administration was performed in 50 μl of PBS injected s.c. at the tail base. Intraperitoneal administration was performed in 100 μl of PBS. The tumor area was calculated as the product of tumor length and width. For single-tumor studies, mice were euthanized when the tumor area exceeded 100 mm^2^; for two-tumor studies, mice were euthanized when cumulative tumor area exceeded 200 mm^2^. The maximal tumor burden was not exceeded on any study in this work. Immune memory rechallenge experiments were carried out 100 d after initial challenge with 10^5^ tumor cells on the left flank. Age-matched naive mice were used as controls for these studies. For the lung metastasis model used in Extended Data Fig. 8, 2 × 10^5^ B16F10 cells in 100 μl of PBS were inoculated retro-orbitally on the same day as the standard 10^6^ tumor-cell flank inoculation.

### 4T1 orthotopic inoculation and metastasis

For 4T1-Luc experiments, 0.5 × 10^6^ 4T1-Luc cells were inoculated into the fourth mammary fat pad of BALB/c mice. Then 12 d after the start of treatment, mice were anesthetized with isoflurane and provided preoperative, subcutaneous, sustained-release buprenorphine (1 mg kg^−1^; ZooPharm) and meloxicam (5 mg kg^−1^). The primary tumor was surgically removed and the wound was closed with surgical clips. Meloxicam (5 mg kg^−1^) was dosed every 24 h for 3 d postoperatively. Bioluminescence-imaging, 4T1-Luc tumor–bearing mice were monitored postoperatively for development of metastases using bioluminescence imaging beginning 1 week after surgical resection of the primary tumor. Animals were injected i.p. with 150 mg kg^−1^ of sterile filtered d-luciferin (PerkinElmer) in 200 ml of sterile PBS. Animals were imaged 15 min after the d-luciferin injection using the IVIS Spectrum Imagining System 100 (Xenogen).

### Tissue processing for flow cytometry

B16F10 or MC38 tumors were harvested, weighed and subsequently minced using dissection scissors in gentleMACS mouse tumor dissociation buffer (Miltenyi) prepared per the manufacturer’s instructions. As noted in the Miltenyi protocol, enzyme R was reduced to 20% of the stated amount to preserve surface epitope integrity. Minced tumors were processed on a gentleMACS Octo-dissociator with heaters (Miltenyi) using program mTDK_1 for B16F10 and mTDK_2 for MC38. Dissociated tumors were then filtered through a 70-μm strainer and 25 mg of tumor was plated for downstream staining. TDLNs were harvested, weighed and subsequently dissociated and filtered through a 5-ml round-bottomed tube with cell-strainer cap (Falcon) using the blunt rubber end of a 1-ml syringe plunger (Falcon). Then, 5 mg of TDLNs was used for downstream staining. Blood was collected by submandibular bleeding into MiniCollect K2-EDTA tubes (Greiner) and red blood cells were lysed using ACK Lysis Buffer (Gibco). When intracellular cytokine staining was performed, as in Fig. 5, samples were resuspended and plated in complete RPMI supplemented with 1× sodium pyruvate, 1× nonessential amino acids, 1× 2-mercaptoethanol and 1× brefeldin A (BioLegend) and allowed to incubate at 37 °C for 3 h before staining. Precision counting beads (50 μl, BioLegend) were added after initial resuspension and used for downstream data analysis. Viability was assessed with Zombie UV or Zombie NIR dyes (BioLegend, 1:1,000) in PBS for 20 min at room temperature. Subsequent washes and surface staining were performed in PBS supplemented with 1% BSA and 2 mM EDTA (Thermo Fisher Scientific). Samples were resuspended in Mouse Fc block Plus (BioLegend) before surface staining for 15 min. The antibodies against surface targets used are the following: CD3 (BD, cat. no. 612803, clone 17A3, 1:100), CD4 (BD, cat. no. 612923, clone GK1.5, 1:100), CD8 (BioLegend, cat. no. 100723, clone 53-6.7, 1:200), CD19 (BioLegend, cat. no. 115543, clone 6D5, 1:100), CD24 (BioLegend, cat. no. 101822, clone M1/69, 1:100), CD25 (BioLegend, cat. no. 102034, clone PC61, 1:100), CD44 (BD, cat. no. 612799, clone IM7, 1:100), CD45.2 (BD, clone: 104, 1:100), NK1.1 (BioLegend, cat. no. 108741, clone PK136, 1:100), MHC-II (BioLegend, cat. no. 107628, clone M5/114.15.2, 1:100), Ly6C (BioLegend, cat. no. 128036, clone HK1.4, 1:100), F4/80 (BioLegend, cat. no. 123147, clone BM8, 1:100), PD-1 (BioLegend, cat. no. 135220, clone 29F.1A12, 1:100) and TIM3 (BioLegend, cat. no. 119725, clone RMT3-23, 1:100). P15E tetramer (MBL) staining was performed in the presence of 50 nM dasatinib at a 1:75 dilution and anti-CD8 antibody clone KT15 (Thermo Fisher Scientific) was used to minimize background signal. Dasatinib incubation was not included in the staining mixture for the RNA-seq experiment. When performing intracellular staining, cells were fixed and permeabilized using the Foxp3 transcription buffer set (eBioscience). The samples against intracellular antigens used are as follows: TCF1 (Cell Signaling Technologies, cat. no. 90511, clone C63D9, 1:250), IFNγ (BioLegend, cat. no. 505808, clone XMG1.2, 1:200) and granzyme B (BioLegend, cat. no. 396418, clone QA16A02, 1:200). Intracellular staining was performed overnight at 4 °C. Cells were collected using a BD FACSymphony A3 and FACSDiva software and data were analyzed in FlowJo.

### Antibody-mediated cellular depletion

Immune cell depletions were carried out with antibodies targeting CD8a (BioXCell, clone 2.43, 400 μg twice weekly), NK1.1 (BioXCell, clone PK136, 400 μg twice weekly) and CSF1R (BioXCell, clone AFS98, 300 μg every other day) as previously described^11^. All depletions were given i.p. in 100 μl of PBS. Depletions were initiated 1 d before treatment and carried out for 4 weeks. Depletions were carried out in C57BL/6J mice unless otherwise noted.

### Tissue lysates for biodistribution and analyte measurement

IL-15 immunocytokines were labeled with AF647 using NHS ester chemistry per the manufacturer’s instructions. Free dye was removed with Zeba desalting columns. Molar amounts of dye for each immunocytokine were matched before dosing. Tissues were excised, weighed and processed in a GentleMACS M Tube using the program Protein_01 in radioimmunoprecipitation assay buffer (Thermo Fisher Scientific) supplemented with Halt Protease Inhibitor Mixture (Thermo Fisher Scientific). Samples were pelleted by centrifugation at 10,000*g* to remove debris and supernatants were pipetted on to a 384-well plate. Fluorescence was measured on a microplate reader (Tecan) with gain and *z*-value optimized for each tissue. Cytokine concentrations were calculated based on a standard curve prepared using known amounts of serially diluted AF647-labeled immunocytokine at the gain and *z*-value optimized for that given tissue. Serum mass density was taken to be 1 g ml^−1^ for conversion. The LEGENDplex mouse antivirus response panel (13-plex; BioLegend) was used following the vendor instructions.

### FTY720 preparation and dosing

FTY720 hydrochloride (Sigma-Aldrich) was stored in stock solutions at 10 mg ml^−1^ in dimethyl sulfoxide. Before treatment, stock solutions were diluted to a dose of 30 μg in 150 μl in PBS. In two-tumor MC38 studies, FTY720 was dosed every other day i.p. starting on day 5 after tumor inoculation.

### Leukocyte fraction analysis

To compare the CD45 infiltration of mouse and human tumors, we used existing datasets from The Cancer Genome Atlas (TIMER2.0 database^47^) or a comprehensive syngeneic mouse database (TISMO database^48^). The leukocyte fraction was calculated from EPIC RNA-seq analysis as the sum of B cell, NK cell, CD8, CD4 and macrophage fractions.

### Immunofluorescence staining

Inguinal LNs and tumors were harvested 24 h post-injection as described in Fig. 2a, embedded in optimal cutting temperature buffer (Fischer Scientific) and fresh frozen. Then 10-μm tissue sections were post-fixed with 4% paraformaldehyde (PFA) for 10 min, followed by three washes with PBS. Sections were incubated with Fc receptor blocker (Innovex) for 30 min and blocked for 1 h with 5% goat serum and 2.5% BSA in PBS. Staining with primary antibodies was performed overnight at 4 °C in blocking buffer (LN:IgD; BioLegend, cat. no. 405705) and CD8 (Abcam, cat. no. ab217344); tumors: CD8 and F4/80 (Abcam, cat. no. ab105156). After three washes with PBS, the sections were incubated with fluorochrome-conjugated secondary antibody (Thermo Fisher Scientific, cat. no. 35551) in blocking buffer for 30 min at room temperature. After three washes with PBS, the sections were mounted on to glass slides using mounting medium (ProLong Diamond Antifade Mountant, Thermo Fisher Scientific). High magnification images were acquired using a Leica SP8 laser-scanning confocal microscope equipped with a white light laser, a 405 solid state laser line and selective emission filters. Images were collected using a ×25 water immersion lens and a ×63 oil immersion lens.

### Immunohistochemistry staining of lung sections

Animals were euthanized and transcardially perfused with PBS before harvesting the lungs. Tissues were fixed overnight in 4% PFA at 4 °C, processed using conventional methods, embedded in paraffin and sectioned at 10 μm. Sections were then stained with hematoxylin and eosin and scanned using the Aperio Brightfield (Leica Biosystems) Slide Scanning System. The lung tissue and metastatic lesions were automatically detected via distinct pixel classifiers using QuPath v.0.4.3.

### CD8^+^ T cell RNA-seq, mapping and analysis

For RNA-seq experiments, 2,000–40,000 live CD3^+^CD8^+^CD44^+^p15E^+^ cells processed from TDLNs were sorted using a Sony MA900. RNA extraction was performed using the QIAGEN RNEasy Micro kit per the manufacturer’s instructions. RNA libraries were prepared using the Clontech SMARTer Stranded Total RNA-Seq Kit—Pico Input Mammalian and sequenced using the Illumina NextSeq500 75-nt kit. RNA-seq reads were aligned to the mouse genome with STAR (v.2.7.9a) using ensembl GRCm39 primary assembly as the reference. Aligned reads were quantified using RSEM (v.1.3.1) with ensembl GRCm39 (release 110) transcript annotations. The resulting counts were analyzed in R using DESeq2 for differential expression analysis, fgsea for GSEA and msigDB for the gene set database. Data visualization was done with ggplot2 and ComplexHeatmap. GSEA was utilized for the correlative analysis between our RNA-seq data and the gene expression signatures from Prokhnevska et al.^25^. The gene expression count matrix was obtained from National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) with accession no. GSE216731. Differential gene expression analysis was performed on the LCMV Arm and TDLN groups and the genes were ranked by Wald’s test statistics. The ranked genes were compared with gene signatures from our data, specifically the upregulated genes in αCD45-Cyt versus untreated mice and the upregulated genes in untreated versus αCD45-Cyt mice. The enrichment score suggests the degree of correlation with T cells from either the LCMV Arm or TDLNs.

### Statistical methods

Statistics were computed in GraphPad Prism v.9 as denoted in the figure captions. For in vitro biodistribution and flow cytometry immunophenotyping experiments, comparisons were made by two-sided Student’s *t*-test or one- or two-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison test. Survival comparisons were made by log(rank) (Mantel–Cox) tests. Unless noted otherwise, data distributions were assumed to be normal but this was not formally tested. Differential gene expression analysis in the RNA-seq data was performed by two-sided Wald’s tests. In all RNA-seq analyses, *P* values are corrected by Benjamini–Hochberg to account for multiple hypothesis testing. No data/experiments were excluded unless there were technical issues with the experiment and outliers were not excluded. Exact *P* values are denoted in the figures. For all figures, NS is not significant (*P* > 0.05).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-024-01925-7.

## Supplementary information

Supplementary Information Supplementary Fig. 1, and Tables 1 and 2.

Reporting Summary

## Source data

Source Data Figs. 1–5 Statistical source data.

Source Data Extended Data Figs. 1–10 Statistical source data.

Source Data Extended Data Figs. 1 and 3 Unprocessed gels.

## Data Availability

RNA-seq data were deposited into the GEO database under accession no. GSE252949. All other data supporting the findings of the present study are available within the paper and its Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Local delivery of cell surface-targeted immunocytokines programs systemic antitumor immunity
**Source:** Nat Immunol. 2024 Aug 7;25(10):1820–9. doi: 10.1038/s41590-024-01925-7
**Supplement:** Supplementary file 1 — Supplementary Fig. 1, and Tables 1 and 2.

# Local delivery of cell surface-targeted immunocytokines programs systemic antitumor immunity

In the format provided by the  
authors and unedited

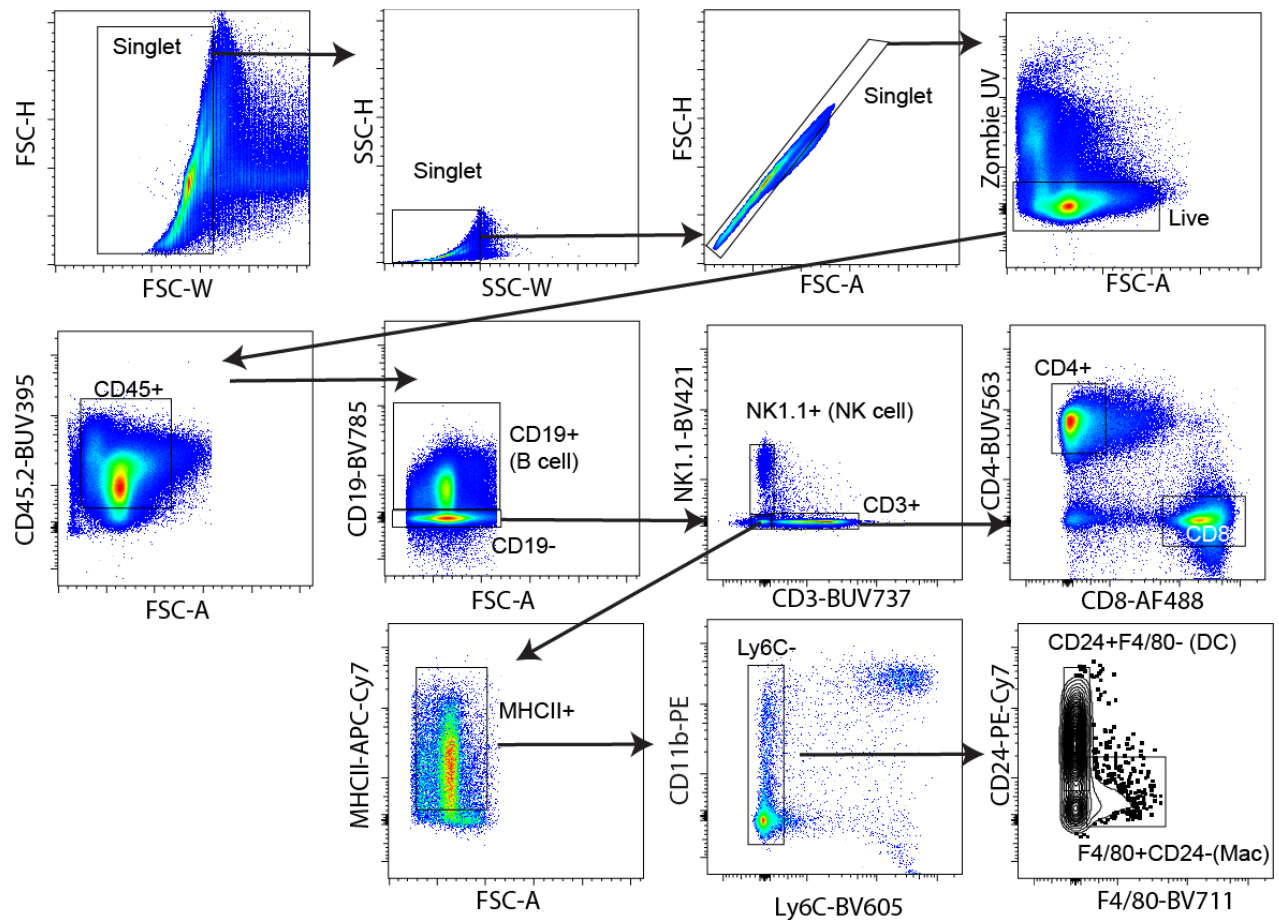

**Supplementary Figure 1.** Gating strategy used for lineage panel. Identical gating strategies were used for tumor and lymph node samples.

**Supplementary Table 1. Amino acid sequences of mouse  $\alpha$ CD45-cytokine fusions.**

Key:  $V_H$ ,  $V_L$ , linker, constant region, cytokine

|                                                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| $\alpha$ CD45-IL15 Light Chain (mCk)            | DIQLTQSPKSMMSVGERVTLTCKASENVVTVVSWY<br>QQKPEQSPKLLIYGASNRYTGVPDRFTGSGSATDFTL<br>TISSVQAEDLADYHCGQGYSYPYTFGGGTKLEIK RAD<br>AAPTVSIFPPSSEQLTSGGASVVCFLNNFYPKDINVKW<br>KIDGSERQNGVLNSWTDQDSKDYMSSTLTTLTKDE<br>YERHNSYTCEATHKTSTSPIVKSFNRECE                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| $\alpha$ CD45-IL15 Heavy Chain (mIgG2c LALA-PG) | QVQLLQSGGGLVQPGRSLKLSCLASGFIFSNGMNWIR<br>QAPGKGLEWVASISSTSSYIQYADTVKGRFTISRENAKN<br>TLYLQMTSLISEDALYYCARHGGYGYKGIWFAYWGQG<br>TLVTVSS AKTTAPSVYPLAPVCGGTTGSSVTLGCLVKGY<br>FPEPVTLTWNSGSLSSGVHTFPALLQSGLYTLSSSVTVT<br>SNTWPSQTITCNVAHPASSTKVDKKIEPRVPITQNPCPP<br>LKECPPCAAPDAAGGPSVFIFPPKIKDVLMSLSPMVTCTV<br>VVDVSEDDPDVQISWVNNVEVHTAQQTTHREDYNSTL<br>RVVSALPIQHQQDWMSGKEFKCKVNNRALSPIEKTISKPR<br>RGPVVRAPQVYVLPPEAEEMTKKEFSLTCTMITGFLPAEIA<br>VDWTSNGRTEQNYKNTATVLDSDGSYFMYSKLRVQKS<br>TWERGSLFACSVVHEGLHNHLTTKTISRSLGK GGGGS<br>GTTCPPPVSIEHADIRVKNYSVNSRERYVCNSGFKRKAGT<br>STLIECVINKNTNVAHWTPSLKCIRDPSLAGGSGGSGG<br>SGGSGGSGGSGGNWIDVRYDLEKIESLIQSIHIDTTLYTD<br>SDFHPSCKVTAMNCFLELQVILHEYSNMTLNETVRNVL<br>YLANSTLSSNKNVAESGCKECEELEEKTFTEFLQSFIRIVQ<br>MFINTS |
| IgG-IL15 Light Chain (mCk)                      | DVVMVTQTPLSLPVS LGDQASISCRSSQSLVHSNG<br>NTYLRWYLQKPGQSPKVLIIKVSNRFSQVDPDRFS<br>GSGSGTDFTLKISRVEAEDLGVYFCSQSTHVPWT<br>FGGGTKLEIK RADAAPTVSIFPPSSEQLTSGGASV<br>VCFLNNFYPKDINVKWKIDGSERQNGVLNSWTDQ<br>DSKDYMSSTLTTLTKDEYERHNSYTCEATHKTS<br>TSPIVKSFNRECE                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| IgG-IL15 Heavy Chain (mIgG2c LALA-PG)           | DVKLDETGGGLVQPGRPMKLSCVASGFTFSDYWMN<br>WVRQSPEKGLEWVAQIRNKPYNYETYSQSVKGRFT<br>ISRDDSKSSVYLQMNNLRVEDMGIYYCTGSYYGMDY<br>WGQGTSTVTVS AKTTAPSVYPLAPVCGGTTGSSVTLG<br>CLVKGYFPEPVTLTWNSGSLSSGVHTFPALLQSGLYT<br>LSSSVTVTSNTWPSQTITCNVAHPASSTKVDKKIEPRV<br>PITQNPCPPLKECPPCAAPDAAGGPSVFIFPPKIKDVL<br>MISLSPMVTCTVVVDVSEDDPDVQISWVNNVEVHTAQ<br>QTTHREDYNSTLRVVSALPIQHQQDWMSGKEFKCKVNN<br>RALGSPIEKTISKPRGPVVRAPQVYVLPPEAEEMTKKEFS<br>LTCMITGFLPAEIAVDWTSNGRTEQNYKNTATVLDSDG<br>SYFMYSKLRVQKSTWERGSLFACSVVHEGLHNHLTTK<br>TISRSLGK GGGGS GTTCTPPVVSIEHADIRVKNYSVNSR<br>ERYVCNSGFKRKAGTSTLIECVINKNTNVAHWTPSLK<br>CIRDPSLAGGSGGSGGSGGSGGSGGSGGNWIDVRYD<br>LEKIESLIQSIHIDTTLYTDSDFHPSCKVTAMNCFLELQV<br>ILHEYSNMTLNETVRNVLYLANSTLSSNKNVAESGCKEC                                |

|                                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                         | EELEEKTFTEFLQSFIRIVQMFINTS                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| αCD45-IL12 Light Chain (mCκ)            | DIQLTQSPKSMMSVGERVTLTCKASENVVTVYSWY<br>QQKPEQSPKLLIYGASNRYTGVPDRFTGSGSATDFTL<br>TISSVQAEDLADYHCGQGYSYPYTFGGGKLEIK RAD<br>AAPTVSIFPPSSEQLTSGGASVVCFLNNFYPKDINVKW<br>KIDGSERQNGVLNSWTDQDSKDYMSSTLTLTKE<br>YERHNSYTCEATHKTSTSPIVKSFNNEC                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| αCD45-IL12 Heavy Chain (mIgG2c LALA-PG) | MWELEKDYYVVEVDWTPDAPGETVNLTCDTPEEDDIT<br>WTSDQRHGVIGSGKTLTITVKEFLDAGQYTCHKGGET<br>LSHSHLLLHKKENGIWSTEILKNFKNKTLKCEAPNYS<br>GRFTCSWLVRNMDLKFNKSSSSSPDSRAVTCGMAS<br>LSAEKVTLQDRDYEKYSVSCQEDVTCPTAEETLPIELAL<br>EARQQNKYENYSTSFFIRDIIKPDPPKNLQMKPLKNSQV<br>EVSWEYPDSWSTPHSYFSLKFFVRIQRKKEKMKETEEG<br>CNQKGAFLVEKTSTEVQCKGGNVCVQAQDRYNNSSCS<br>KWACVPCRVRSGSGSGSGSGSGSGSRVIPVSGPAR<br>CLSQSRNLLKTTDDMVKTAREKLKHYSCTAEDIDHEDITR<br>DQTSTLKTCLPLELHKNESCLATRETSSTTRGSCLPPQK<br>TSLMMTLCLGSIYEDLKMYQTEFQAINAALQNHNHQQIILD<br>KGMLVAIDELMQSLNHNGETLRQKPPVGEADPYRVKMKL<br>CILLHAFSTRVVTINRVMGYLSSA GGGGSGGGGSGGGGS<br>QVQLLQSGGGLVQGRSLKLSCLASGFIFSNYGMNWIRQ<br>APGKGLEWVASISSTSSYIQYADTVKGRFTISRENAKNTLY<br>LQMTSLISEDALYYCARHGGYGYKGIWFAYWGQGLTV<br>TVSS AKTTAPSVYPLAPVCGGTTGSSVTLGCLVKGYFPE<br>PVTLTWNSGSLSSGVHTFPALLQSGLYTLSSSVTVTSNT<br>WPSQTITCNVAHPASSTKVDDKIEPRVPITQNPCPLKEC<br>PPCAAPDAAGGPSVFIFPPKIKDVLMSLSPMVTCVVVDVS<br>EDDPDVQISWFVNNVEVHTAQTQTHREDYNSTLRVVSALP<br>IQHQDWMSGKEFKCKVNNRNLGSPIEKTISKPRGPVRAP<br>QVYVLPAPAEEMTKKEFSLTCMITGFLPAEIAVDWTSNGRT<br>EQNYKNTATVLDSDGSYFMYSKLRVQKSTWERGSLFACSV<br>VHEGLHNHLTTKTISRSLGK |
| IgG-IL12 Light Chain (mCκ)              | DVVMQTPLSLPVS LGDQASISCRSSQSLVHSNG<br>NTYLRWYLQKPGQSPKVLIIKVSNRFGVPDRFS<br>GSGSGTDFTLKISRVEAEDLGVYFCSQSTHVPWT<br>FGGGTKLEIK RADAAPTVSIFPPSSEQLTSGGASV<br>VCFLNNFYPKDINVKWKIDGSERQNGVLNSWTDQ<br>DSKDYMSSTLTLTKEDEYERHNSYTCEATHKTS<br>TSPIVKSFNNEC                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| IgG-IL12 Heavy Chain (mIgG2c LALA-PG)   | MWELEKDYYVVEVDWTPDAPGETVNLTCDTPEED<br>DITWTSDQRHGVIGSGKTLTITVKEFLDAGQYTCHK<br>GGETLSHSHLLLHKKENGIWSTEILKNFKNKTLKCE<br>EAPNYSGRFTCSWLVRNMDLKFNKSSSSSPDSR<br>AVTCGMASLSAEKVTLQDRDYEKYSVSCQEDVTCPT<br>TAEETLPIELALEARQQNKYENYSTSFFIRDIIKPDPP<br>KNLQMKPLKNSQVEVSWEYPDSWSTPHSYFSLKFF<br>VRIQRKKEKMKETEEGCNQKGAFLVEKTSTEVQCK<br>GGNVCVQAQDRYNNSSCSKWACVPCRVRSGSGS<br>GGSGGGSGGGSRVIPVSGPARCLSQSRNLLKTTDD                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

|  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|  | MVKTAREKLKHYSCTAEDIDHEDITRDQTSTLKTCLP<br>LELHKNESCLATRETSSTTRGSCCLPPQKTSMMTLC<br>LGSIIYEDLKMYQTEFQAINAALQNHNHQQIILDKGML<br>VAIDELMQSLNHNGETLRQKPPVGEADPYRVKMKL<br>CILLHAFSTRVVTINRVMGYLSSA GGGSGGGGSG<br>GGGS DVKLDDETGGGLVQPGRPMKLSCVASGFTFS<br>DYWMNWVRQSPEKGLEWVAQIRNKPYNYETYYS<br>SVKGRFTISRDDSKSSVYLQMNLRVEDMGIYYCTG<br>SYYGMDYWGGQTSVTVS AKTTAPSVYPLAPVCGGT<br>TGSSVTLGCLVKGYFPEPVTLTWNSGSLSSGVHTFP<br>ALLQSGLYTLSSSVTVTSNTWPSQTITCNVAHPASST<br>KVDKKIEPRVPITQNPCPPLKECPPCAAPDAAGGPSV<br>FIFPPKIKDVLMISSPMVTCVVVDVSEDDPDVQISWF<br>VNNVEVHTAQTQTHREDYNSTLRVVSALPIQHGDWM<br>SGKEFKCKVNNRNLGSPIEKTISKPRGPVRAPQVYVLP<br>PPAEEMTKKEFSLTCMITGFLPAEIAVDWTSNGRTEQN<br>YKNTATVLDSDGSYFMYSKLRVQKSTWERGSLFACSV<br>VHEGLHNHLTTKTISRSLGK |
|--|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

**Supplementary Table 2. Amino acid sequences of human  $\alpha$ CD45-IL15 fusions**

Key:  $V_H/V_L$ , linker, constant region, cytokine

|                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Human $\alpha$ CD45-IL15 Light Chain (hC $\kappa$ )  | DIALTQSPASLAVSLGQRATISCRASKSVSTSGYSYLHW<br>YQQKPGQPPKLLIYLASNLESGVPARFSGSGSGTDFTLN<br>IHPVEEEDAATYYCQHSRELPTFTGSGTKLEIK RTVAAPS<br>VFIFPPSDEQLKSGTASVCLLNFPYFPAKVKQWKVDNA<br>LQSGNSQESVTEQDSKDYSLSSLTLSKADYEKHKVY<br>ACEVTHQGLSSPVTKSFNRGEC                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Human $\alpha$ CD45-IL15 Heavy Chain (hIgG1 LALA-PG) | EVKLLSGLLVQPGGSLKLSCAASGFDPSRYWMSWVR<br>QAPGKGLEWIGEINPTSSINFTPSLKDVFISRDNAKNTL<br>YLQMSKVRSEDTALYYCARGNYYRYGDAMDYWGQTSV<br>TVSS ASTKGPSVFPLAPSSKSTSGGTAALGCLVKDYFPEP<br>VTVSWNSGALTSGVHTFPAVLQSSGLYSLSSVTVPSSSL<br>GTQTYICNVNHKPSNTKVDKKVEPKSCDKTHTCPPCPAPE<br>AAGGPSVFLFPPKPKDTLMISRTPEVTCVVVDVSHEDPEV<br>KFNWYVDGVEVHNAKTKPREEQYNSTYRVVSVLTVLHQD<br>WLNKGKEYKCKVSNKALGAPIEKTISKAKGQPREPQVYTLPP<br>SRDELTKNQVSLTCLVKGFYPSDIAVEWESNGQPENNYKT<br>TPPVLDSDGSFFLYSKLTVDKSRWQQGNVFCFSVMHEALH<br>NHYTQKSLSLSPGK GGGG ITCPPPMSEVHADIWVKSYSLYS<br>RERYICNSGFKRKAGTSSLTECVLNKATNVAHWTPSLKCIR<br>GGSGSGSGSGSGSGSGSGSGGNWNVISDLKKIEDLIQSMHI<br>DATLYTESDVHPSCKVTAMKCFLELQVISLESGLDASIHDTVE<br>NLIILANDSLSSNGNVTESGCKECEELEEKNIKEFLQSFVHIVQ<br>MFINTSHHHHHH |

# Supplementary material for: Local delivery of cell surface-targeted immunocytokines programs systemic antitumor immunity
**Source:** Nat Immunol. 2024 Aug 7;25(10):1820–9. doi: 10.1038/s41590-024-01925-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were obtained using BD FACSDiva software (v7). FACS data were obtained using a Sony MA900 and accompanying software. Plate-based fluorescent/absorbance data were measured using the Tecan Infinite M200 Pro plate reader and accompanying software. Confocal images were taken on a Leica SP8 laser scanning confocal microscope and associated LasX software (v1.4.6). RNAseq data were obtained using an Illumina NextSeq500.   |
| Data analysis   | FlowJo 10.8.2 was used for the analysis of flow cytometry data. GraphPad Prism 10.1 was used for plotting and statistical analysis. RNA-seq analysis was performed in R(v4.3.2) using DESeq2 v1.42.1, fgsea v1.29.1, msigdb v7.5.1, ggplot2 v3.5.0 for individual analysis. Image analysis for microscopy was performed using Qupath v0.4.3. Microsoft Excel, Microsoft Word (v16.8), and Adobe Illustrator (v27.7) were used to draft the manuscript. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data were deposited into the Gene Expression Omnibus database under accession number GSE252949. RNAseq reads were aligned to the mouse genome with STAR (v2.7.9a) using ensembl GRCm39 primary assembly as the reference ([https://useast.ensembl.org/Mus\\_musculus/Info/Index](https://useast.ensembl.org/Mus_musculus/Info/Index)). Data supporting the findings of this study are available as source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications (Moynihan et al. Nat Med 22, 1402–1410 (2016); Agarwal et al. Nat Biomed Eng 6, 129–143 (2022); Zhang et al. Nat. Biomed. Eng 7, 1113–1128 (2023); Momin et al, Science Translational Medicine 11.498 (2019): eaaw2614.; Wang et al. Cell reports 37.8 (2021)). |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | Experiments were repeated to confirm reproducibility, with specific sample sizes and details indicated in figure captions.                                                                                                                                                                                                                                                                                 |
| Randomization   | For all tumor studies, animals were randomized to ensure the average tumor burden was equal across treatment groups.                                                                                                                                                                                                                                                                                       |
| Blinding        | Investigators were not blinded to treatment for logistical reasons.                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

In vitro T cell activation: anti-mCD3 (BioXCell, Cat. #BE0001-1, Clone 145-2C11); anti-mCD28 (BioXCell, Cat. #BE0015-1, Clone 37.51). Antibodies were used at concentrations as described in the Methods.

Fluorescence-quenching assay: anti-AF488 quenching antibody (ThermoFisher, Cat. A-11094)

ELISA: HRP-conjugated anti-mouse IgG secondary diluted 1:3000 (Abcam, Cat. ab97023)

Phospho-STAT staining: anti-pSTAT5 (clone 47, BD, Cat 612599), anti-pSTAT4 (clone 38, BD, Cat 558137)

Flow cytometry (all mouse targets): CD3-BUV737 (17A2, BD 612803, 1:100), CD4-BUV563 (GK1.5, BD 612923, 1:100), CD8-AF488 (53-6.7, BioLegend 100723 1:200), CD19-BV785 (6D5, BioLegend 115543, 1:100), CD24-PE-Cy7 (M1/69, BioLegend 101822, 1:100), CD25-BV421 (PC61, BioLegend 102034, 1:100), CD44-BUV737 (IM7, BD 612799, 1:100), CD45.2-BUV395 (BD 564616, clone: 104, 1:100), NK1.1-BV421 (PK136, BioLegend 108741, 1:100), MHCII-APC-Cy7 (M5/114.15.2, BioLegend 107628, 1:100), Ly6C-BV605 (HK1.4, BioLegend 128036, 1:100), F4/80-BV711 (BM8, BioLegend 123147, 1:100), PD1-BV605 (29F.1A12, BioLegend 135220, 1:100), TIM3-BV785 (RMT3-23, BioLegend 119725, 1:100). P15E-APC tetramer (MBL TB-M507-2) staining was performed in the presence of 50 nM dasatinib at a 1:75 dilution and anti-CD8 antibody clone KT15 (ThermoFisher) was used to minimize background signal. Dasatinib incubation was not included in the staining mixture for the RNAseq experiment. When performing intracellular staining, cells were fixed and permeabilized using the Foxp3 transcription buffer set (eBioscience). Samples against intracellular antigens used as following: TCF1-PE-Cy7 (C63D9, Cell Signaling Technologies 90511, 1:250), IFN $\gamma$ -PE (XMG1.2, BioLegend 505808, 1:200), Granzyme B-APC-Fire750 (QA16A02, BioLegend 396418, 1:200). Intracellular staining was performed overnight at 4C.

Antibody depletions: Immune cell depletions were carried out with antibodies targeting CD8a (BioXcell BE0061, Clone 2.43, 400  $\mu$ g twice weekly), NK1.1 (BioXcell BE0036, clone PK136, 400  $\mu$ g twice weekly), CSF1R (BioXcell BE0213, clone AF598, 300  $\mu$ g every other day)

Histology: IgD (BioLegend, clone 11-26c.2a, 405705, 1:50), CD8 (Abcam, clone EPR21769, ab217344, 1:50), F4/80 (Abcam, clone Cl:A3-1, ab105156, 1:50).

## Validation

All antibodies used were commercially available and confirmed to have validation statements from the manufacturer for their relevant use in this study.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

CTLL-2, B16F10 cells, and 4T1 cells were purchased from ATCC. HEK293F and Expi293 cells were purchased from Gibco. HEK-Blue IL-12 cells were purchased from Invivogen. MC38 cells were purchased from Kerafast. MC38-ZsGreen were generated in-house as described in a previous publication (Dane et al., Nature Materials 21.6 (2022): 710-720). 4T1-GFP-Luc (4T1-Luc) cells were generated by transduction of the 4T1 cell line (ATCC, CRL-2539) as described previously (Milling et al., Cancer Immunol. Res. 10, 26-39 (2022)).

## Authentication

Each cell line was maintained separately and stocked in early passages to minimize contamination and to preserve cell identity. No further in-house authentication was performed after procuring cell lines.

## Mycoplasma contamination

The cell lines were periodically tested and confirmed to be free of mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Female C57BL/6, Batf3 $^{-/-}$ , and BALB/c mice were all obtained from Jackson Laboratories. Mice were between 6 and 8 weeks old at

|                         |                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | the start of all studies and weighed approximately 18-20 g. Mice were housed in a specific-pathogen free facility and fed normal chow and water ad libitum under standard animal facility conditions (12 hour light/dark cycle, temperature of 22 C, relative humidity of 40%-70%. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                            |
| Reporting on sex        | All studies using mice employed female mice.                                                                                                                                                                                                                                       |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                        |
| Ethics oversight        | All animal studies and procedures were carried out following federal, state and local guidelines under an animal protocol approved by the institutional animal care and use committee at MIT.                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | B16F10 or MC38 tumors were harvested, weighed, and subsequently minced using dissection scissors in gentleMACS mouse tumor dissociation buffer (Miltenyi) prepared per manufacturer's instructions. As noted in the Miltenyi protocol, Enzyme R was reduced to 20% of the stated amount to preserve surface epitope integrity. Minced tumors were processed on a gentleMACS Octo-dissociator with heaters (Miltenyi) using program mTDC_1 for B16F10 and mTDC_2 for MC38. Dissociated tumors were then filtered through a 70-micron strainer and 25 mg tumor was plated for downstream staining. TDLN were harvested, weighed, and subsequently dissociated and filtered through a 5 mL round-bottom tube with cell-strainer cap (Falcon) using the blunt rubber end of a 1mL syringe plunger (Falcon). 5 mg of TDLN was used for downstream staining. Blood was collected by sub-mandibular bleeding into MiniCollect K2-EDTA tubes (Greiner) and red blood cells were lysed using ACK Lysis Buffer (Gibco). When intracellular cytokine staining (ICS) was performed, as in Fig. 5, samples were resuspended and plated in complete RPMI supplemented with 1X sodium pyruvate (ThermoFisher), 1X non-essential amino acids (ThermoFisher), 1X beta-mercaptoethanol (ThermoFisher), and 1X brefeldin A (BioLegend) and allowed to incubate at 37C for 3 hours prior to staining. Precision counting beads (50uL, BioLegend) were added after initial resuspension and used for downstream data analysis. |
| Instrument                | Cells were analysed using BD FACS LSR Fortessa or BD FACS Symphony A3 flow cytometers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Software                  | BD FACSDiva was used for the collection of FACS data and FlowJo was used for data analysis. The collected data were plotted with statistical analysis by GraphPad Prism.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | The purity of the sorted cells was more than 95%                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Gating strategy

Briefly, cells were gated on FSC-A vs SSC-A to exclude debris and then FSC-H vs FSC-W followed by SSC-H vs SSC-W to gate on single cells and exclude doublets. Cells were then gated on viability vs FSC-A to exclude dead cells. For lineage gating, immune cells were gated as CD45+. Immune cells were then gated on CD19 vs FSC-A to discern B cells from other cells. CD19 negative cells were gated on NK1.1 vs CD3 to identify NK cells and T cells. T cells were then subgated by CD4 vs CD8. CD3-CD19- cells were then gated on MHCII+, Ly6C-, CD24+F4/80- as dendritic cells or CD24-F4/80+ as macrophages. This is summarized in Supplementary Information. Phenotypic gating is shown in each relevant figure.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

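Live CD3+CD8+CD44+p15E+ T cells were sorted from the TDLNs of B16F10-bearing mice treated with PBS (*n* = 4), IgG-Cyt (*n* = 5) or αCD45-Cyt (*n* = 5), and their total RNA was sequenced. The authors made one library per mouse with a SMARTer stranded total RNA kit for picogram inputs, aligned the 75-nucleotide reads to GRCm39 with STAR 2.7.9a, counted them with RSEM 1.3.1 on the Ensembl release 110 annotation, and deposited expected counts per gene in one table of 29408 genes and 14 libraries, without normalization. The paper's text does not state a filter on low counts, whether duplicate or ribosomal RNA reads were removed, or whether the counting used strand. Ribosomal RNA genes are present in the table, so not all of their reads were removed before counting.

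Groups follow the sample labels and the legend of Fig. 4. PBS replicate 4, which the authors removed for low RNA quality, is not analysed here. Treated and untreated groups share replicate numbers in the labels, but libraries with the same number come from different mice, and the replicate number was left out of the main test and used in one alternative. Of the 29408 genes, 29158 (99.2%) matched a gene of the GENCODE annotation of GRCm39, from which symbols, coordinates, transcript length and GC content were taken, and 2709 genes had 0 counts in all libraries.

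Expected counts were rounded to whole numbers. For each of the 3 comparisons (αCD45-Cyt vs PBS, αCD45-Cyt vs IgG-Cyt and IgG-Cyt vs PBS), genes were kept by edgeR's filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), normalized by TMM and tested with edgeR 4.0.16's quasi-likelihood test in R 4.3.3 on the libraries of the 2 groups alone, with Benjamini–Hochberg adjustment. A gene is called higher or lower at an adjusted *P* under 0.05, with no minimum fold change. CPM values given per gene are TMM-normalized. Levels at or under 3 counts are treated as at the floor, and a fold change against a group whose libraries are all there is computed against the floor and given as a lower bound, which covers counting error and not transcripts lost in library preparation. For single genes and for PC1, a two-sided exact permutation test compares the mice of 2 groups.

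PCA used log2 CPM with a prior count of 2 and the 500 most variable genes. Lists of 5 kinds (STAT5 targets, glycolysis, proliferation, ribosome biogenesis and B cell markers) were written from general knowledge, since no gene set database was used here, and genes printed in Fig. 4e were left out of the glycolysis, ribosome biogenesis and B cell lists. That figure, drawn from these same libraries, prompted the glycolysis, ribosome biogenesis and B cell lists. Their direction in αCD45-Cyt relative to IgG-Cyt is therefore not independent of it. The 5 lists were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over the 15 combinations of list and comparison. That preset correlation treats the genes of a list as almost independent, so camera's *P* can be too small for genes that vary together. Lists of myeloid markers, CD8 T cell identity and dissociation stress were tested apart with camera, with adjustment over 9 tests. The text names each gene that the paper names in its RNA-seq results or discussion, and in each comparison the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted *P* under 0.05, a mean normalized count of at least 50 and no overlap between the groups. The rule set beforehand also covered each gene labeled legibly in Fig. 4a or Fig. 4e. The text departs from it by giving these genes as counts and ranges, and the ones it names singly were picked after their values had been seen. The text also names genes of the lists, at most the 5 with the smallest adjusted *P* in each, and genes of the leading edge that the paper prints for its IL2–STAT5 set. The genes that rank ahead of *Ifng* were named after their values had been seen.

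Alternatives were DESeq2 1.42.0 (the authors used DESeq2), limma-voom with sample quality weights, DESeq2's size factors in edgeR, 2 other filters on low counts, 2 stricter thresholds, all 3 groups in one fit, the replicate number as a covariate, counts thinned to the smallest library, each mouse left out in turn, limma's fry test for the lists, and other transformations and gene numbers for PCA. Added after the data had been seen were 12 DESeq2 settings for filters and dispersion fits, removal of ribosomal RNA genes, a B cell marker covariate and limma-voom with a variance for each group.

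The tests were first tested on simulated data. Counts were drawn from the means and totals of the real libraries, with 200 genes changed. With one spread shared by both groups, edgeR recovered 36.5% of the changed genes for αCD45-Cyt vs PBS, 93.5% for αCD45-Cyt vs IgG-Cyt and 38% for IgG-Cyt vs PBS, with 2, 8 and 1 false calls. With each group's own spread, it recovered 49.5%, 95% and 45%, with 548, 8 and 400 false calls, so the adjusted *P* values of the comparisons with PBS allow more false calls than their threshold states. Totals ranged from 1768898 to 8032193 expected counts per library. The paper gives the sorted cell number only as a range, 2000 to 40000, and no RNA input per library.

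The GSEA of Fig. 4b and the pathway analysis of Fig. 4d were not repeated here, because the published TDLN and LCMV Arm signatures and the MSigDB gene sets were not used. The other experiments of the paper were not analysed here.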

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

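The tests of other splits of the libraries and of unequal spread between groups were chosen only after the result was seen, and for the tests of GC content, gene length and shared PBS libraries the prediction was written before the test was run.

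Libraries far from the others of their group were looked for with Dixon's ratio in 45 measures (the 12 genes the paper names, the total, the number of genes detected and the share of ribosomal RNA, each in 3 groups). The ratio was above its 95% value in 3 of them, where 2.2 are expected by chance, so the 3 together are no more than chance gives.

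In PBS replicate 2, *Ifitm1* was at a log2 CPM of 0.55, while the other 3 PBS libraries were at −1.64, the value of a library with 0 counts. Its 7 counts there are above the floor of 3 counts, and the level stays far under the 222 ± 39.6 CPM (SD, *n* = 5) of αCD45-Cyt. Neither a technical nor a biological explanation was tested for this value.

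IgG-Cyt replicate 5 held 15647 genes with a count above 0, against 17437 to 18026 in the other IgG-Cyt libraries. It was also the library with the smallest total, 1768898 expected counts. Results that the shallow library could have produced were recomputed without it. The gap between the lowest αCD45-Cyt and the highest IgG-Cyt score on PC1 was 6.29 without it and the median log2 fold change of the STAT5 target list in αCD45-Cyt relative to IgG-Cyt was −0.26, so neither the separation on PC1 nor the sign of the list rests on this library. No biological explanation was tested.

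αCD45-Cyt replicate 3 held 16988 genes with a count above 0, against 18569 to 19028 in the other αCD45-Cyt libraries. Its total, 6885249 expected counts, lies within the 6394030 to 7594259 of the group, so a smaller total does not account for it. No other technical explanation and no biological explanation was tested.

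The comparison of IgG-Cyt (*n* = 5) with PBS (*n* = 4) is not reported in the paper. Of 11782 genes, 738 were higher and 573 lower after IgG-Cyt at an edgeR adjusted *P* under 0.05, and 2281 genes (19.4%) had no overlap between the groups, against 1.59% by chance and a median of 11.5% in libraries simulated with each group's own spread and no difference. Of 100 drawn splits of the 9 libraries into 5 and 4, only the real one (1) gave as many called genes, and no gene was called in any other. Of the 16 splits that separate all same-numbered libraries as the real one does, the real one (1) alone gave as many, but 16 splits cannot give a share under 0.05. Neither count of splits carries much weight here, since each other split puts PBS libraries, with their wide spread, in both groups. In the simulated libraries without a difference, a median of 380.5 genes were called (319 to 443), 29% of the number called in the real libraries, so part of the count cannot be told apart from the unequal spread. Across 11757 genes the Spearman correlation of the log2 fold change with GC content was −0.043, which leaves little room for a GC bias, and with transcript length it was −0.153, so a length bias cannot be excluded (genes are not independent replicates).

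Among the genes named by the rule, edgeR's fold change after IgG-Cyt, whose order depends on the prior count where a group has 0 counts, ranked highest *Gm13577* (at least 105-fold higher, here and for the next genes relative to a floor that covers counting error only), *Nhsl2* (at least 92-fold higher), *Tgm2* (at least 76.4-fold higher), *Klrg1* (at least 72.5-fold higher) and *Lilrb4b* (at least 52.4-fold higher), and lowest *Atp2b2* (at least 66.7-fold lower), *Gm29358* (at least 28.3-fold lower), *Penk* (log2 fold change −6.78), *Siglech* (−5.73) and *Sspo* (−5.45). *Gm13577* is annotated as a processed pseudogene and *Gm29358* as a long non-coding RNA that overlaps *Pnkd* and *Tmbim1*, *Tgm2* overlaps *Rprd1b* and *Gm20412*, and *Lilrb4b* lies within *Gm49339* and *Gm40645*. Whether reads were divided between overlapping genes was not tested. Of the 12 genes the paper names, 10 had an edgeR adjusted *P* under 0.05 after IgG-Cyt relative to PBS, and 11 when adjusted over the 12 alone. *Ifng* rose by a log2 fold change of 2.64 (standard error 0.75, edgeR adjusted *P* = 0.0424), which stayed under 0.05 in 2 of the 9 fits that each left out one mouse, and *Havcr2* by 0.59 (edgeR adjusted *P* = 0.676).

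Of the 875 genes higher after αCD45-Cyt relative to PBS, 583 (66.6%) were also called higher after IgG-Cyt, and of the 554 lower genes 440 (79.4%) were also called lower. The log2 fold changes of the 2 comparisons had a Pearson correlation of 0.971 across 11452 genes, which are not independent replicates. Both comparisons use the same PBS libraries. With all 4 shared, 99.9% of the higher and 100% of the lower genes called for αCD45-Cyt had the same direction after IgG-Cyt. When αCD45-Cyt was compared with 2 of them and IgG-Cyt with the other 2, 71.6 to 75.2% of the genes called for αCD45-Cyt had the same direction after IgG-Cyt over the 6 ways to divide them, in fits that call other and more genes (4037 to 4497). A response to both cytokine treatments may underlie the overlap, but how much of it the shared PBS libraries make cannot be told apart with these libraries.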

How the results depend on the processing

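The tests with 12 further DESeq2 settings, ribosomal RNA genes removed, a B cell marker covariate and a variance for each group were chosen only after the result was seen, and the other alternatives were set before the data were examined. Counts are given as genes higher and lower, and for counts that moved by more than 1.5 times the cause was not tested unless a value is given.

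With the edgeR test, αCD45-Cyt relative to PBS gave 875 and 554 genes, αCD45-Cyt relative to IgG-Cyt 293 and 173, and IgG-Cyt relative to PBS 738 and 573. DESeq2's Wald test gave 2114 and 1344, 413 and 318, and 1755 and 1307. Both tools shared 1427 genes for αCD45-Cyt relative to PBS when DESeq2 was run on genes with a summed count of at least 10, and edgeR alone called 2. That setting gave 1726 and 1279, 427 and 329, and 1445 and 1228. For αCD45-Cyt relative to PBS, the other DESeq2 settings gave 2121 and 1349 (summed count above 1), 1948 and 1327 (above 5), 1890 and 1320 (at least 10 over all 3 groups), 1773 and 1300 (mean count of at least 1), 2027 and 1335 (at least 1 count in 2 libraries), 1503 and 1204 (at least 5 in 3), 1179 and 1085 (at least 10 in 4), 2179 and 1364 (local dispersion fit), 2518 and 1278 (mean dispersion fit), 2411 and 1394 (at least 10, local fit), and 995 and 1128 (summed count of at least 100).

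Limma-voom with sample quality weights gave 558 and 313, 381 and 287, and 272 and 335. Limma-voom with a variance for each group gave 490 and 273, 287 and 176, and 161 and 266, and of the genes edgeR called it shared 673, 420 and 416. An adjusted *P* under 0.01 with an absolute log2 fold change above 0.5 gave 504 and 252, 123 and 30, and 234 and 212, and an adjusted *P* under 0.05 with an absolute log2 fold change above 1 left 92 and 19 genes for αCD45-Cyt relative to IgG-Cyt. Without a filter, 515 and 387 genes were called for αCD45-Cyt relative to IgG-Cyt, and 359 were lower after IgG-Cyt than after PBS. With at least 10 counts in every library, the higher genes fell to 519 for αCD45-Cyt and 490 for IgG-Cyt relative to PBS.

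All 3 groups in one fit gave 1686 and 1046 for αCD45-Cyt and 1765 and 1061 for IgG-Cyt relative to PBS, and 0 and 0 for αCD45-Cyt relative to IgG-Cyt, where 377 of 12711 genes had an unadjusted *P* under 0.05. In the same libraries limma-voom with a variance for each group called 608 genes in that comparison and with one variance 2, which points to the spread of the PBS libraries.

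The direction of the calls relative to PBS depends on the processing. Higher genes made up 61.2% of the calls for αCD45-Cyt and 56.3% for IgG-Cyt, but 39.3% and 37.3% with at least 10 counts in every library, which removes genes that PBS libraries lack. For αCD45-Cyt it was 46.9% with DESeq2 on genes with a summed count of at least 100, the only one of the DESeq2 settings with more lower than higher genes. For IgG-Cyt the share was 45.3% after thinning and 44.8% with limma-voom with sample quality weights. Limma-voom with a variance for each group also gave more lower than higher genes for IgG-Cyt, 266 against 161, but not for αCD45-Cyt, with 273 against 490. The median log2 fold change of all genes relative to PBS was 0.07 for αCD45-Cyt and 0.02 for IgG-Cyt. It rose to 0.58 and 0.52 with limma-voom with sample quality weights and to 0.62 and 0.54 without a filter.

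Replicate numbers are shared between the groups but belong to different mice, and same-numbered libraries did not deviate together (mean correlation across genes −0.015, −0.017 and 0.016 in the 3 comparisons). With the replicate block, which uses only numbers present in both groups, 195 and 128, 202 and 67, and 244 and 163 genes were called, and the same libraries without the block gave 506 and 353 for αCD45-Cyt and 393 and 328 for IgG-Cyt relative to PBS. The median log2 fold change of all genes under the block was 0.48 and 0.45 relative to PBS. The block moved *Ifitm1* in αCD45-Cyt relative to IgG-Cyt to 0.06 and the ribosome biogenesis list in αCD45-Cyt relative to PBS to −0.03. The same block moved the median of the STAT5 target list relative to PBS much further. It went from 1.07 to 4.58 for αCD45-Cyt and from 1.24 to 4.48 for IgG-Cyt, for a cause that was not tested.

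Leaving out one mouse at a time, the calls ranged from 492 to 1489 higher and 341 to 871 lower for αCD45-Cyt relative to PBS, from 173 to 420 and from 51 to 319 for αCD45-Cyt relative to IgG-Cyt, and from 381 to 1323 and from 308 to 899 for IgG-Cyt relative to PBS. For αCD45-Cyt relative to IgG-Cyt, the log2 fold change of *Ifitm1* ranged from −0.18 to 0.19, of *Cxcr5* from −0.35 to 0.17 and of *Gzmb* from −0.21 to 0.01, and the STAT5 target list from −0.41 to −0.19, passing the threshold as lower in 1 of the 10 fits. Relative to PBS, that list ranged from 0.92 to 1.64, no longer passing the threshold without PBS replicate 3 (1.10), and the ribosome biogenesis list from −0.13 to 0.10.

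The lists were run under 5 alternatives: limma's fry test, DESeq2's size factors, at least 10 counts in every library, the replicate block and thinning. The glycolysis list and the proliferation list relative to PBS kept their sign and their side of the threshold under all of these and with each mouse left out. The ribosome biogenesis list relative to PBS had a median of 0.01 and changed sign to −0.08 with DESeq2's size factors, −0.11 with at least 10 counts in every library and −0.01 after thinning. With at least 10 counts in every library, the STAT5 target list fell to 0.62 for αCD45-Cyt and 0.72 for IgG-Cyt relative to PBS and the B cell list to −0.59 in αCD45-Cyt relative to IgG-Cyt, all 3 no longer past the threshold, with fewer genes left in each list. Limma's fry test left the proliferation list at −0.11 in αCD45-Cyt relative to IgG-Cyt without passing the threshold. Of 75 combinations of list, comparison and alternative, 67 kept both sign and side.

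PC1 separated αCD45-Cyt from IgG-Cyt without overlap in all 5 other settings and in 9 of the 10 fits with one mouse left out. Without αCD45-Cyt replicate 5 the lowest αCD45-Cyt score (5.64) was under the highest IgG-Cyt score (6.20), with an exact permutation *P* of 0.0397. The share of variance on PC1, 24.7%, moved to 36.0% with DESeq2's variance stabilizing transformation and to 29.5% after thinning, for a cause that was not tested.

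For single genes, limma-voom with a variance for each group gave *Cxcr5* a log2 fold change of 0 and *Ifitm1* 0.04 in αCD45-Cyt relative to IgG-Cyt. Of the other combinations of a named gene and an alternative, 1092 kept direction and side, 116 no longer passed the threshold and 32 passed it newly, and with one mouse left out 962 kept both, 114 no longer passed, 10 passed newly and 8 changed sign. All 3 groups in one fit accounts for 41 of the 116, limma-voom with a variance for each group for 23, the replicate block for 21 and limma-voom with sample quality weights for 17.

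Undetected genes limit the results against PBS. The PBS libraries had 0 counts in 28.7 to 45% of the 5339 genes with a mean count between 10 and 100, so a gene with 0 counts there is not shown to be at or under the floor of 3 counts. The folds given as at least a value hold for counting error alone and not for genes lost before sequencing. The alternative that adds the PBS mouse removed by the authors was not run.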

Differences from the paper's values

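The DESeq2 tests with other filters and dispersion fits were chosen only after the result was seen.

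For αCD45-Cyt relative to untreated mice, the paper reports 1726 upregulated genes, and 875 genes were higher here with edgeR. Of the alternatives set before the data were examined, DESeq2's Wald test (2114), all 3 groups in one fit (1686) and leaving out PBS replicate 1, 2, 3 or 5 (1321, 1489, 1419 and 1474) gave a count within 1.5 times the paper's 1726. The others did not, with limma-voom with sample quality weights at 558, DESeq2's size factors in edgeR at 762, no filter at 660, at least 10 counts in every library at 519, the stricter thresholds at 504 and 691, thinning to the smallest library at 684, and each αCD45-Cyt mouse left out at between 492 and 535. The replicate number as a covariate did not either. Combined with DESeq2's Wald test, the same stricter thresholds gave 1363 and 1776, both within 1.5 times. The paper reports 1279 downregulated genes, against 554 here. For these, DESeq2's Wald test (1344), all 3 groups in one fit (1046) and leaving out PBS replicate 5 (871) came within 1.5 times of it, as did DESeq2's Wald test combined with the stricter thresholds (872 and 891), and the other alternatives set beforehand did not.

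Chosen after seeing the values were 12 DESeq2 settings, all run once. A summed count of at least 10 over the libraries of the 2 groups gave 1726 upregulated and 1279 downregulated genes, the paper's counts, and the log2 fold changes of the 1998 genes printed in the paper's source data differed from those of this setting by at most 4.99e-06. Also within 1.5 times of both counts, and likewise chosen after seeing the values, were a summed count above 1 (2121 and 1349), a summed count above 5 (1948 and 1327), at least 10 over all 3 groups (1890 and 1320), a mean count of at least 1 (1773 and 1300), at least 1 count in 2 libraries (2027 and 1335), at least 5 counts in 3 libraries (1503 and 1204), a local dispersion fit (2179 and 1364), a mean dispersion fit (2518 and 1278) and a local fit with a summed count of at least 10 (2411 and 1394). With at least 10 counts in 4 libraries (1179 and 1085), chosen in the same way, both also came within 1.5 times, and with a summed count of at least 100 the downregulated genes did (1128) and the upregulated ones did not (995). The setting that gives the paper's counts, also chosen after seeing the values, gave 1063 and 819 with the first of the stricter thresholds, neither within 1.5 times, and 1422 and 859 with the second, both within.

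The Discussion names TIM3 among highly expressed molecules after αCD45-Cyt. Its gene *Havcr2* had a log2 fold change of 0.81 relative to PBS (edgeR adjusted *P* = 0.544), and none of the 11 alternatives gave an adjusted *P* under 0.05 (from 0.152 to 0.592 over edgeR, DESeq2 and limma). The paper's own source data give a log2 fold change of 0.73 with an adjusted *P* of 0.487 from DESeq2. The paper also describes high TIM3 after both treatments in its flow cytometry. The Discussion may therefore refer to protein, which was not analysed here.

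The paper reports an increase of hallmark STAT5 signaling in αCD45-Cyt relative to IgG-Cyt. The list of 11 STAT5 target genes used here had a median log2 fold change of −0.32 in that comparison (limma camera adjusted *P* = 0.187), with medians from −0.34 to −0.09 and adjusted *P* from 0.15 to 0.379 over 5 alternatives, none of which gave a positive median. With αCD45-Cyt replicate 4 left out, the median was −0.40 and the list passed the threshold as lower (limma camera adjusted *P* = 0.032), the only one of the 10 fits with one mouse left out that did. The list is not the paper's gene set. The paper also measured STAT5 phosphorylation by flow cytometry. It found robust pSTAT5 in TDLN CD8+ T cells after αCD45-IL-15 alone and a dim population after IgG-IL-15. That protein evidence was not analysed here, and the list does not test it.

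The paper ranks *Ifng* first among the upregulated genes of αCD45-Cyt relative to IgG-Cyt. *Ifng* was 1st of 266 genes by fold change when a mean count of at least 50 was required and 7th of 293 without it, after *Gm44013*, *Gm58357*, *P2rx3*, *Aldoc*, *Irak3* and *Serpine2*, which were named after their values had been seen. It was 42nd by *P*. The minimum was on counts before normalization, except in DESeq2's own fits, where it was on normalized means. With that minimum, DESeq2's Wald test (of 356), DESeq2's size factors (of 259) and DESeq2 with a summed count of at least 10, chosen after seeing the values (of 357), also placed *Ifng* 1st, and limma-voom with sample quality weights placed it 3rd of 341. Without the minimum it was 7th of 413 with DESeq2's Wald test, 7th of 285 with DESeq2's size factors, 17th of 381 with limma-voom with sample quality weights and, with the DESeq2 setting chosen after seeing the values, 14th of 427.

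Fig. 4a labels *Irf2bp2* and *Itga4* as downregulated, and their edgeR adjusted *P* values were 0.0648 and 0.0621. Among the alternatives, DESeq2's Wald test, DESeq2's size factors, at least 10 counts in every library and all 3 groups in one fit brought both under 0.05, as did DESeq2 with a summed count of at least 10, chosen after seeing the values, and so did leaving out one mouse in 2 of 9 fits for *Irf2bp2* and 1 of 9 for *Itga4*. Fig. 4e shows *Polr1b*, *Zcwpw1*, *Sh3pxd2a* and *Pacsin1* as lower, and their edgeR adjusted *P* values were 0.0601, 0.0555, 0.0561 and 0.062. Here DESeq2's Wald test, no filter and at least 10 counts in every library brought all 4 under 0.05, as did DESeq2 with a summed count of at least 10, chosen after seeing the values, while limma-voom with sample quality weights did so for *Zcwpw1* and thinning for *Sh3pxd2a* and *Pacsin1*. Leaving out one mouse did so in 2, 1, 2 and 1 of the 10 fits.

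Values read from figures did not differ by the same measure. PC1 held 24.7% of the variance here and about 37% in Fig. 4c, read by eye, and 36.0% with DESeq2's variance stabilizing transformation.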

Other observations

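The tests of other splits of the libraries, of unequal spread, of the largest genes' share of the counts, of myeloid markers, of B cell RNA, of the STAT5 list, of PC1, of the fit of all 3 groups and of PBS libraries left out were chosen only after the result was seen, and for the tests of GC content, gene length, library depth, starting molecules, matched lists and shared PBS libraries the prediction was written before the test was run.

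For each comparison 100 of the 126 possible splits of its libraries were drawn, and only the real one (1) gave as many called genes. In the other splits the most genes called were 0 for αCD45-Cyt relative to PBS and 253 for αCD45-Cyt relative to IgG-Cyt. Of the 16 splits that separate all same-numbered libraries, the real one (1) alone gave as many in each comparison, but 16 splits cannot give a share under 0.05. For the comparisons with PBS these counts carry little weight, since each other split puts PBS libraries, with their wide spread, in both groups, while the real grouping gives a median of 453.5 (αCD45-Cyt) and 380.5 (IgG-Cyt) called genes in simulated libraries without a difference. For the lists, too, a real split that stands apart from PBS shows that the groups differ and not whether by treatment or by the quality of the PBS libraries.

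For αCD45-Cyt relative to PBS, the drawn splits with a list median at least as far from 0 as the real one numbered 1 for the STAT5, glycolysis and proliferation lists, 2 for the B cell list and 87 for the ribosome biogenesis list, and among the 16 splits 1, 1 and 14 for the same groups of lists. The last of these medians cannot be told apart from other splits. For αCD45-Cyt relative to IgG-Cyt they numbered 1 for glycolysis, 2 for STAT5, 2 for ribosome biogenesis, 19 for proliferation and 8 for the B cell list, and among the 16 splits 1, 1, 2, 4 and 2, so the lower proliferation and B cell medians cannot be told apart from other splits. For IgG-Cyt relative to PBS they numbered 1 for STAT5, glycolysis and proliferation, 3 for ribosome biogenesis and 2 for the B cell list, and among the 16 splits 1, 2 and 1.

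The PBS libraries held fewer genes than the treated ones. Fewer reads do not account for it, since treated libraries thinned to the smallest PBS total still held at least 15570 genes, against at most 12271 in a PBS library. A few genes that take most of the counts do not account for it either, since the 10 largest genes took 22.4 to 31.3% of the counts in PBS and 25.6 to 35.9% in the treated libraries. Few starting molecules remain a candidate explanation. Genes of middle expression were chosen by their mean count in the treated libraries. Those detected had a median count of 41 to 67 in PBS libraries and 2 in treated libraries thinned to as many genes detected, and the first is 27 times the second. A thinned total of about 318754 counts (285655 to 392629) gave the treated libraries as many genes as PBS. That is far under the PBS totals of 4314897 to 6551776, so the thinning itself makes the counts per detected gene low. The ratio of 27 therefore restates that PBS libraries hold fewer genes at full depth and cannot decide whether starting molecules were few. The number of cells sorted per mouse is given only as a range, and a lower RNA content of resting cells was not tested, so a technical and a biological origin cannot be told apart.

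The unequal spread limits the number of genes called against PBS. The common biological coefficient of variation was 1.3 in PBS, 0.228 in IgG-Cyt and 0.197 in αCD45-Cyt. In 8 simulations with each group's own spread and no difference between the groups, edgeR called a median of 453.5 genes for αCD45-Cyt relative to PBS (414 to 534), 31.7% of the 1429 called in the real libraries, and DESeq2 with a summed count of at least 10 called 2028. The simulated PBS libraries held a median of 14351 genes, more than any real PBS library, so they match the real ones only in part. How many of the called genes are false cannot be told from these libraries. For αCD45-Cyt relative to IgG-Cyt the simulated median was 0 (at most 2), so unequal spread does not account for those calls.

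DESeq2 with a summed count of at least 10 called 1576 more genes than edgeR for αCD45-Cyt relative to PBS. In 5 simulations without differences in which the PBS libraries passed through a bottleneck, edgeR called 0 genes and DESeq2 a median of 160 (122 to 176), with a simulated coefficient of variation of 0.833 that was under the real 1.3. In the simulations with each group's own spread, where no gene differs either, DESeq2 called a median of 2028 genes and edgeR 453.5, a gap about as wide as the real one. The unequal spread could therefore account for the gap, and false calls of DESeq2 cannot be told apart from differences that edgeR misses. Of the 1578 genes called by DESeq2 alone, 49.4% had 0 counts in a PBS library, against 26.9% of the 1427 shared genes, 611 were not in the edgeR fit and 91.7% had an unadjusted edgeR *P* under 0.05. No biological explanation was tested.

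With all 3 groups in one fit, 0 genes were called for αCD45-Cyt relative to IgG-Cyt, where 377 of 12711 had an unadjusted *P* under 0.05. Limma-voom with all 3 groups and a variance for each group called 608, of which 430 were also called in the fit of the 2 groups, and with one variance 2, so the spread of the PBS libraries likely accounts for the loss. Leaving out any PBS library raised the number of genes called for αCD45-Cyt relative to PBS, while 91.1 to 96% of the genes called with all libraries stayed called. The coefficient of variation in PBS was 1.197 to 1.326 without one library and did not fall each time, so the cause of the rise cannot be told.

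Neither GC content nor transcript length follows the fold changes closely. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change with GC content was −0.018 for αCD45-Cyt relative to PBS (11876 genes) and 0.044 relative to IgG-Cyt (12040 genes). With length it was −0.149 and 0.065, so a length bias cannot be excluded relative to PBS. None of 10000 random lists matched for GC content, length and expression (0%) had a median as extreme as the ribosome biogenesis or the glycolysis list (0%) in αCD45-Cyt relative to IgG-Cyt, the most extreme being −0.21 and 0.29. For these lists GC content, length and expression are excluded, and a shift in cell state was not tested against other explanations.

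B cell markers were lower after αCD45-Cyt than after PBS, and RNA from other cells in the PBS libraries is a candidate explanation. The median log2 fold change of 4 myeloid markers was −2.92 (limma camera adjusted *P* = 0.000498 over 9 tests), while that of 5 CD8 T cell identity genes was 0.00 (0.454). With the B cell marker score as a covariate in one fit of all 3 groups, *Cxcr5*, *Cxcr3* and *Tcf7* had no edgeR adjusted *P* under 0.05 in αCD45-Cyt relative to PBS. This fit therefore cannot exclude RNA from B cells for them. For *Tcf7*, other values argue against B cell RNA as the main source. Its log2 CPM in the PBS libraries stayed between 8.97 and 9.18, while the summed B cell markers there ranged from 154 to 391 CPM. With the covariate, the log2 fold change was −1.64 for *Cxcr5* (from −2.99 without the covariate), −1.03 for *Cxcr3* (from −1.20) and −1.22 for *Tcf7* (from −2.31). For *Tox* it was −3.01, from −3.39 without the covariate (edgeR adjusted *P* = 0.0142, from 1.99e-21 to 0.0142 over its 12 alternatives). The covariate does not take up all RNA of such cells, since *Cd74*, a gene of antigen-presenting cells, went only from −3.28 to −2.04 and was still called while *Cd22* went from −2.44 to −0.67, so RNA from other cells is not excluded for *Tox* either. The score differs between the groups by −2.11 and ranges over 1.86 within PBS, so the covariate also takes up part of the treatment difference.

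The STAT5 target list was not higher in αCD45-Cyt than in IgG-Cyt, while the paper's set was. Of the 18 leading-edge genes printed for the paper's set, 11 are also in the printed leading edge of another of the 19 pathways, so the enrichment may reflect those pathways in part. None of the list's own genes is among the 18. The shallow IgG-Cyt library does not account for the sign, since the median was −0.26 without it. No biological explanation was tested.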
